# Jade1 and the HBO1 histone acetyltransferase complex are spatial-selective cofactors of the pluripotency transcription factor Oct4

**DOI:** 10.1016/j.jbc.2025.110859

**Published:** 2025-10-24

**Authors:** Yifan Wu, Asit K. Manna, Li Li, Zuolian Shen, Hiroshi Handa, Mahesh B. Chandrasekharan, Dean Tantin

**Keywords:** Jade1, histone acetyltransferase, Oct4 (Pou5f1), transcription factors, HBO1/KAT7/MYST2

## Abstract

Oct4 is a master regulator of pluripotency. Potential Oct4 interactors have been cataloged but the manner and significance of these interactions are incompletely defined. Oct4 is capable of binding to DNA in multiple configurations, however the relationship between these configurations and cofactor recruitment (and hence transcription output) are unknown. Here, we show that Oct4 interacts with common and unique proteins when bound to DNA in different configurations. A unique protein is Jade1, a component of HBO histone acetyltransferase complexes. Jade1 preferentially associates with Oct4 when bound to more palindromic Octamer-Related Element (MORE) DNA sequences that bind Oct4 dimers. Surprisingly, we find that the Oct4 N-terminal activation domain, rather than facilitating Jade1 binding, serves as an autoinhibitory domain that dampens the interaction. Chromatin immunoprecipitation and sequencing using HBO1, the enzymatic component of the complex, identifies a preference for binding adjacent to Oct4 at MORE sites. Using purified recombinant proteins and nucleosome complexes, we show that the HBO1 complex acetylates histone H3K9 within nucleosomes more efficiently when Oct4 is cobound to a MORE. An Oct4 mutant with superior MORE binding characteristics also shows superior ability to catalyze H3K9 acetylation. Jade1 knockdown reduces H3K9Ac at regions where Oct4 binds a MORE but not a simple octamer. Cryo-electron microscopy reveals that Oct4 bound to a MORE near the nucleosome entry/exit site partially unwinds DNA from nucleosome core particles, and identifies additional mass associated with the HBO1 complex. These results identify a novel mechanism of transcriptional regulation by Oct4.

Gene transcription is regulated by the expression and activity of sequence specific DNA binding transcription factors (1). Transcription factors regulate different target genes through recruitment of transcription cofactors and action on local chromatin. For example, chromatin modifying enzymes such as histone acetyltransferases (2, 3, 4, 5) can interact with transcription factors enhance local histone acetylation and favor transcription. Although the binding of a given transcription factor to different target sequences within the genome is known to be modulated by interactions with other coexpressed transcription factors (6), whether the configuration of transcription factor interactions with DNA can influence their interactions with cofactors and hence transcription output is under-explored.

Octamer binding (Oct)/Pit-Oct-UNC (POU) proteins are a group of extended-family homeodomain proteins that play varied roles in development and reprogramming, stress response, somatic stem cell function and immune function (7, 8). The canonical monomeric binding site used by class II and class V POU proteins (including the pluripotency regulator Oct4/Pou5f1) is the octamer motif, 5′ATGCAAAT (9). Variant DNA binding sites have also been described, including two dimeric binding sites known as a palindromic octamer related element (PORE) and a MORE (10, 11). Structures of the POU proteins Oct1 and Oct4 bound to DNA in different configurations, including bound to canonical octamer motifs, MOREs and POREs, have been determined by X-ray crystallography and cryo-electron microscopy (cryoEM) (12, 13, 14, 15). These studies reveal that while Oct proteins bound to a PORE resemble a dimeric arrangement of two adjacent monomers, binding to a MORE induces a rearrangement of the two DNA binding subdomains termed POU-specific domain (POU_S_) and POU homeodomain (POU_H_) such that both subdomains of the same protein bind to adjacent major grooves on one side the DNA helix, rather than spanning the DNA as in a canonical octamer and a PORE. This unique binding configuration generates unique chemical surfaces of the DNA binding domains and in the orientations of the N- and C-termini, with the potential to recruit distinct transcriptional coregulators. Oct1 and Oct4 binding to MOREs can be induced by oxidative stress through phosphorylation of the POU_H_ DNA binding subdomain, which favors intramolecular hydrogen bonding between the DNA binding subdomains to stabilize MORE binding (16). The stabilization can be made constitutive with a phospho-mimetic mutation (16). This study also identified MOREs in the promoter regions of widely expressed genes such as *Ell*, *Polr2a*, *Rras* and *Rras2*.

Here, we identify Jade1 as a selective interactor of Oct4 bound to MORE-containing but not octamer-containing DNA. Jade1 is a component of histone acetyltransferase complexes that contain the MYST family histone acetyltransferase (HAT) HBO1/KAT7/MYST2 as the catalytic subunit. Deleting Oct4’s N-terminal activation domain augments the interaction with Jade1. We show that HBO1 and Oct4 are preferentially coenriched at MOREs in mouse pluripotent embryonic stem cells (ESCs), and that Jade1/HBO1 complexes more robustly acetylate H3K9 when Oct4 is supplied to nucleosomes containing a MORE near the entry/exit site in a dose-dependent fashion. A mutant form of Oct4 that binds to MOREs with superior affinity is also superior at catalyzing H3K9 acetylation. Jade1 knockdown in mouse ESCs decreases H3K9Ac levels at the MORE region near *Polr2a* but not the compound Oct:Sox site in a *Pou5f1* enhancer. Finally, we use cryoEM to show that Oct4 bound to MOREs near the nucleosome entry/exit site are associated with DNA unwinding, and identify additional densities associated with the HBO1/Jade1L complex surrounding the nucleosome core particle. These studies identify Jade1 as a spatioselective cofactor of Oct4.

## Results

### Oct4 and its cofactors can be enriched by magnetic beads coupled to simple octamer or MORE DNA

To identify interacting proteins with potential selectivity for Oct4 bound to DNA in different configurations, we used magnetic Ferrite-Glycidyl methacrylate (FG) beads covalently attached to double-stranded DNA containing either multimerized octamer elements or MORE sequences. In both cases, point mutant DNA was used as a control (Fig. 1*A*). To reduce the effect of Oct1, an Oct4 paralog coexpressed in ESCs, we enriched Oct4 from Oct1 deficient ESC extracts (17). Undifferentiated Oct1-deficient ESCs are hypersensitive to oxidative stress but otherwise normal in terms of gene expression, morphology, and immortality (17, 18). Oct4 bound to WT but not mutant DNA sequences (Fig. 1*B*). The coenriched materials were then analyzed by ultra-high mass range hybrid quadrupole-orbitrap mass spectrometry (Table S1). Comparing material enriched using WT *versus* mutant octamer DNA (≥2-fold change, *p* < 0.05), there were 58 proteins significantly enriched using WT DNA, while only two proteins were enriched with mutant (Fig. 1*C*). Proteins enriched using WT octamer sequence DNA included Pou5f1 (Oct4), Pou2f3 (Oct11) and Sox2, the latter of which is known to pair with Oct4 at Oct-Sox motifs (14). 15 other proteins were previously identified in different reports of Oct4 cofactors (Fig. 1*C*, black text). Similarly, comparing material enriched using beads coupled to WT *versus* mutant MORE DNA, there were 27 proteins enriched using WT DNA pull-down *versus* 6 enriched with point mutant MORE DNA. Proteins enriched using WT MORE DNA included once again Pou5f1 (Oct4) and seven other proteins known to interact with Oct4 (Fig. 1*D*, black text). These results support the reliability of the mass spectrometry findings.

**Figure 1:**
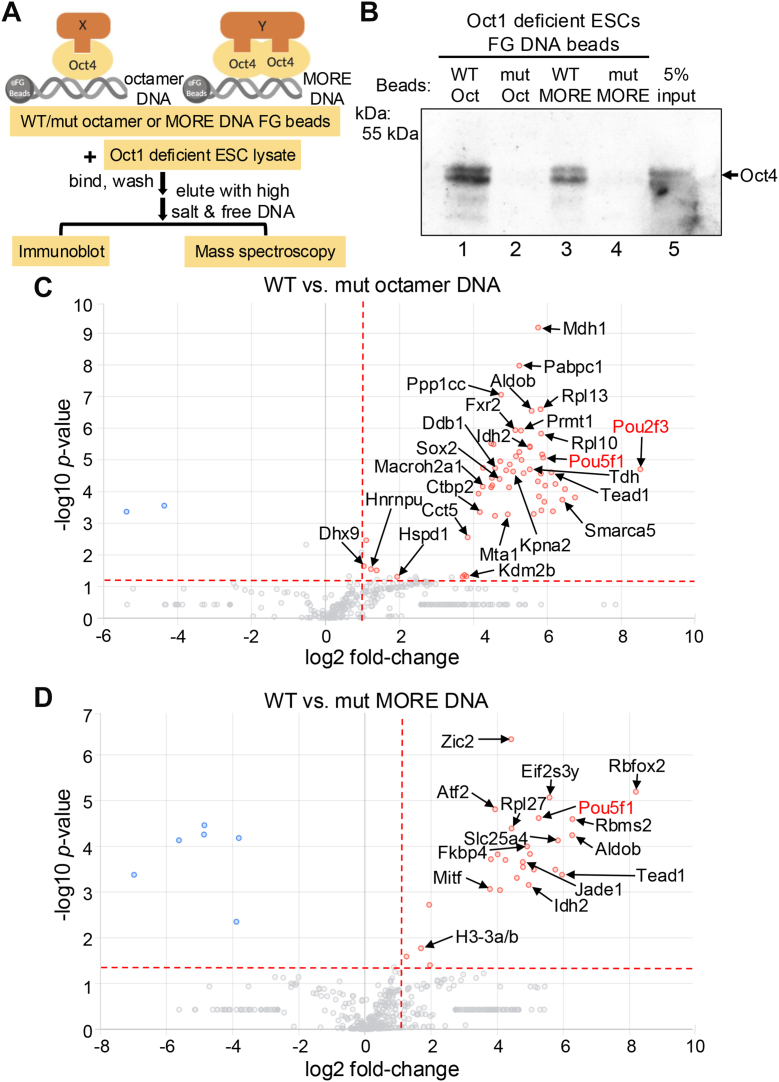
**Oct4 DNA affinity purification identifies Jade1 as a spatioselective interaction partner.***A*, bead affinity capture workflow. Oct1 deficient ES cell lysates were incubated WT or mutant octamer or more palindromic octamer related element (MORE) DNA sequences immobilized on Ferrite-Glycidyl methacrylate (FG) beads. Proteins were eluted using high salt and free excess DNA, the presence of Oct4 in the eluates verified by Western Blot, and the presence of associated proteins analyzed by mass spectrometry. *B*, material eluted from (*A*) was immunoblotted using Oct4 antibodies as a quality control. *C*, MS-Mascot output showing the 58 proteins enriched using WT octamer relative to mutant DNA. Average fold enrichment *versus* negative inverse log10 *p*-value is shown based on N = 3 independent experiments. *Threshold lines* show 2-fold enrichment and *p* = 0.05. *Black text* indicates proteins identified in prior studies. *Red text* shows Pit-Oct-UNC (POU) proteins. Octamer-binding POU transcription factor proteins are shown in *red*. *D*, similar analysis using MORE DNA. 27 proteins were significantly enriched. FG, ferrite-Glycidyl methacrylate; POU, Pit-Oct-UNC; MORE, more palindromic octamer related element.

Comparing the WT octamer and MORE enriched proteins, 89.5% (51 out of 57) and 76.9% (20 out of 26) of Oct4 cofactors were specific to either the octamer or MORE sequence DNA. Other than Oct4 itself, only seven proteins overlap (Fig. S1*A*). This finding is consistent with a hypothesis that different Oct4 configurations preferentially recruit different cofactors. Comparing the enriched proteins with three prior reports on Oct4 interaction partners (19, 20, 21), we identified 16 overlapping proteins (Fig. S1*B*).

### Jade1 associates with Oct4 bound specifically to MORE-containing DNA

One protein strongly coenriched with Oct4 using beads coupled to WT MORE DNA was Jade1, a PHD finger-containing protein thought to act as an adapter subunit for the HBO1 HAT complex. Jad1 contacts histone H3 and H4 to facilitate HBO1 complex binding to chromatin (22, 23, 24). This complex is reported to acetylate histones H3 and H4 to activate transcription (25). To test if Jade1 acts as an Oct4 cofactor specifically at MORE sequences, we immunoblotted for Jade1 enriched from Oct1 deficient mouse ESC extracts using FG beads coupled to the four types of DNA sequences (WT or mutant octamer or MORE). Only material enriched using WT MORE-coupled beads showed enrichment for Jade1 (Fig. 2*A*). We then performed co-immunoprecipitation (co-IP) experiments using Oct1 deficient ESC extracts and antibodies against Oct4 and Jade1. Both co-IP using Oct4 antibodies and Jade1 Western blot, and reciprocal Jade1 co-IP with Oct4 Western blot identified specific bands (Fig. 2, *B* and *C*). This interaction was confirmed using extracts from WT ESCs (Fig. S1*C*), indicating that the interaction was not an artifact induced by the absence of bound Oct1.

**Figure 2:**
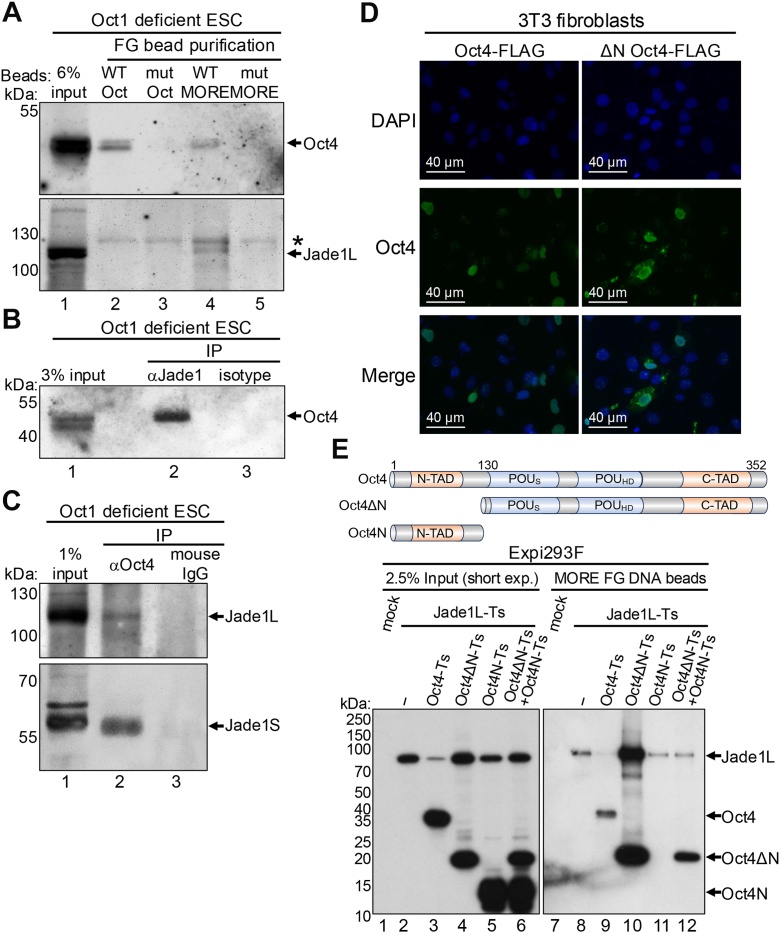
**Oct4 interacts with Jade1.***A*, Oct4 and associated proteins were precipitated from Oct1 deficient embryonic stem cells (ESCs) using FG beads immobilized with WT or mutant octamer and MORE DNA sequences. The isolated material was immunoblotted using anti-Oct4 and anti-Jade1 antibodies. *B*, extracts from Oct1 deficient ESCs were used for immunoprecipitation with anti-Jade1 antibodies, or corresponding rabbit IgG as a negative control, and immunoblotted with anti-Oct4. *C*, Oct1 deficient ESCs were immunoprecipitated using anti-Oct4 antibodies or mouse IgG as a negative control, and immunoblotted with anti-Jade1. *D*, 3T3 cells were transiently transfected with plasmids encoding FLAG- and twin-strep-tagged Oct4 or ΔN Oct4. After 48 h, cells fixed and stained with antibodies against Oct4 (Donkey anti-mouse Oct4-Alexa 488) and imaged using an EVOS M7000 microscope. *E*, Expi293F cells were transiently cotransfected with plasmids encoding FLAG- and twin-strep-tagged Oct4, ΔN Oct4 or Oct4’s N-terminus, and twin-strep-tagged Jade1L. After 48 h, lysates were prepared in the presence of MG-132 and incubated with MORE DNA-coupled FG beads, washed, resolved using SDS-PAGE, and probed with HRP-conjugated anti-StrepII antibodies. ESC, embryonic stem cells; FG, ferrite-Glycidyl methacrylate; MORE, more palindromic octamer related element.

### The Oct4 N-terminus dampens Jade1 recruitment to MORE-containing DNA

Oct4’s N-terminus has been shown to harbor an activation domain (26). To test if this domain is required for the interaction with Jade1, we deleted Oct4’s N-terminal 130 amino acids, preserving the DNA binding domain. Prior work has also shown that the Oct4 DNA binding domain contains a nuclear localization sequence (27), suggesting that an N-terminally truncated protein retaining the DNA binding domain should still localize to nuclei. We confirmed this prediction using immunofluorescence in 3T3 fibroblasts and antibodies against Oct4 (Fig. 2*D*). We then performed FG bead MORE DNA affinity purification using Expi293F cells transfected with plasmid constructs expressing either full-length or N-terminally deleted Oct4, as well as the large Jade1 isoform Jade1L. All constructs contained twin-strep tags for efficient detection. N-terminally truncated Oct4 purified from Expi293F cells was selectively degraded during incubation with FG beads, but this could be blocked by including the proteasome inhibitor MG-132 in the lysates (not shown). This experiment was therefore conducted using 20 μg/ml MG-132 in all lysates. Full-length and N-terminally truncated Oct4 differentially affected coexpressed input Jade1L protein levels, with full-length Oct4 significantly reducing Jade1L levels and N-terminal deletion restoring levels to that of parent transfections lacking Oct4 (Fig. 2*E*, lanes 2–4). Expression of the Oct4 N-terminus alone or in conjunction with N-terminally deleted Oct4 was insufficient to reduce co-transfected Jade1, indicating that the N-terminus must be tethered to the Oct4 DNA binding domain (lanes 5–6). Jade1L showed a low level of baseline MORE bead binding in the absence of cotransfected Oct4 (lanes 7–8), either due to nonspecific affinity for DNA or the presence of one or more interacting proteins capable of binding these DNA sequences in the Expi293F lysates. Interestingly, Oct4 lacking its N-terminus more efficiency copurified Jade1 compared to WT (compare lane 10 to lane 9). Separately coexpressed Oct4 N-terminus was sufficient to reduce this augmented interaction (lanes 11–12). These results indicate that Oct4’s N-terminus inhibits the interaction with Jade1.

### HBO1 preferentially associates near MOREs in ESCs

We attempted to determine Jade1 binding preferences genome-wide using Jade1 chromatin immunoprecipitation and sequencing (ChIP-seq) with an anti-Jade1 antibody without success. We then turned to ChIP using antibodies against the catalytic subunit of the Jade1/HBO1 complex, HBO1, which has been used successfully in ChIP-seq with HeLa cells (25). 

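HBO1 ChIP-seq was performed in Oct1 deficient mouse ESCs, which lack the Oct4 paralog encoded by Pou2f1, grown with 3 µM CHIR99021 and 1 µM PD0325901 and crosslinked with 1% formaldehyde. There were 2 HBO1 ChIP samples and 1 input sample, which is sheared chromatin set aside before immunoprecipitation. The title of Table S2, the paper's list of these peaks, names WT ESCs instead, while the labels and the methods name Oct1 deficient ones, which was followed here and not tested. The labels of the second ChIP sample name its antibody HBO2, while its title and the methods name HBO1, and it was treated as HBO1. The authors aligned paired reads to mm10 with Novoalign and called peaks with Macs2 at q 0.005. They deposited 1 list of peaks, taken here as that of both ChIP samples, and the paper's text does not state how these were combined. The values used here therefore give no spread between replicates, and peaks are not replicates. The fold enrichment and the −log10 q of each peak are the authors' values. The deposited input held 31973678 aligned read ends, 15963975 of them first reads, and the reads of the ChIP samples were not analysed here. Windows of 1 kb with over 500 input read ends numbered 272 and held 51.6% of all input read ends, which left 15486146 elsewhere, with a median of 2 per 1-kb window. The input was uneven in base composition, with a median of 2 read ends in 1-kb windows of 35 to 40% GC and 102 in windows of 65 to 70% GC. After correction for GC content, chromosome 3 from 100 to 140 Mb held 2.37 times the input of the other autosomes, and from 141 Mb to its end 0.494 times. Distances were computed from the peak list with the GENCODE vM21 annotation, and sequences were taken from GRCm38, the assembly that mm10 names.

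**Figure D1:**
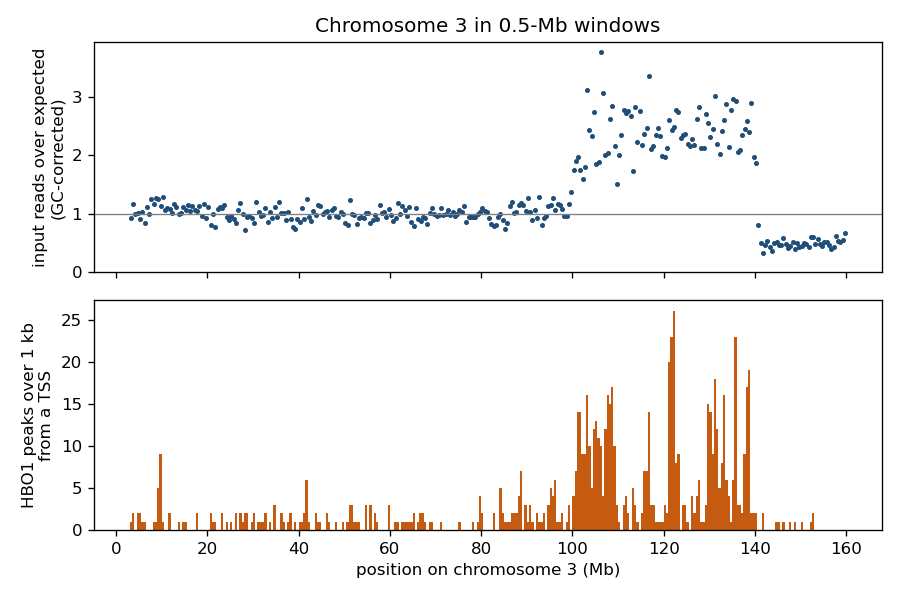
Input reads relative to the number expected from GC content (top) and HBO1 peaks over 1 kb from a TSS (bottom) in 0.5-Mb windows along chromosome 3, from 1 input sample and the deposited peak list. Each point or bar is 1 window, and the grey line marks the level of the other autosomes. Input lies above the line from 100 to 140 Mb and below it from 141 Mb.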

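The deposited list held 13823 HBO1 peaks, all of them on the numbered chromosomes, X and Y. Peak width had a median of 367 bp and ran from 276 to 7410 bp. The authors' fold enrichment had a median of 3.80 and ran from 1.19 to 24.4, and their −log10 q had a median of 6.98. A −log10 q of at least 10 was reached by 3483 peaks, the alternative that moved the count most. The peak with the highest fold enrichment lay on chromosome 7 of mm10 from 3217715 to 3219826, across the start of Mir290a, with a fold enrichment of 24.4. It was followed by peaks nearest to Slc25a12, with a fold enrichment of 23.1, Gm13166 with 22.6, Gm10354 with 20.4 and Gm37376 with 19.2. The highest −log10 q, 1403, belonged to a peak of 7117 bp at Gm47283 near the end of chromosome Y, where the input held 494 read ends in the 1 kb around the summit, against a median of 19 over all peaks. Chromosome 3 held 1151 peaks, and 749 of them lay between 100 and 140 Mb.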

Approximately 13,800 peaks were identified with high confidence (Table S2). HBO1 showed a preference for promoter binding, with 37% of the HBO1 ChIP peaks within ±1 kb of transcription start sites (TSS, Fig. S2*A*), broadly consistent with findings from HeLa cells (25). 

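Of all HBO1 peaks, 5625 had an edge within 1 kb of the TSS of any GENCODE transcript, a share of 40.7% (exact binomial 95% confidence interval 39.9 to 41.5%, which covers counting error only). The TSS itself lay inside the peak for 2799 peaks. Placed at random on the same chromosomes, the same peaks gave a mean share of 7.52% over 10 placements, which ranged from 7.33 to 7.70%. The share depended on the TSSs counted. It was 33.4% with 1 TSS per gene and 33.1% with protein-coding transcripts. It rose to 42.7% at a −log10 q of at least 5 and to 55.4% at 10. It moved most, to 12.7%, when peaks with over 10 input read ends in the 1 kb around the summit were left out. This limit is 5 times the median of the genome, and it removes most peaks at GC-rich gene starts by its construction. In the 1 kb around the summit, peaks within 1 kb of a TSS had a median of 79 input read ends and other peaks 10. The authors' fold enrichment had a median of 2.69 within 1 kb of a TSS and 4.68 elsewhere. Among peaks with 30 to 60 input read ends, the ratio of these medians was 1.034. Their −log10 q went the other way over all peaks, with a median of 7.84 within 1 kb of a TSS and 6.45 elsewhere. Of the 21938 protein-coding genes, 4093 had a peak within 1 kb of the outermost TSS. Gene starts with more GC had a peak more often, in 52.4% of genes of the highest decile of GC content and 0.273% of the lowest. From the share of peaks within 1 kb of a TSS, the paper concludes that HBO1 prefers promoters.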

By aligning peaks with TSSs, we found that HBO1 is most highly enriched on either side of the TSS (Fig. S2*B*). 

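Each peak summit was placed relative to the nearest TSS of any transcript. Within 100 bp of the TSS there were 1483 summits, a density of 738 per 100 bp. From 101 to 500 bp downstream there were 2713 summits, or 678 per 100 bp, and over the same span upstream there were 602, or 151 per 100 bp. The density beside the TSS, over both sides, was 0.562 times that at the TSS (95% confidence interval 0.528 to 0.597 from the exact binomial share). The bin with the most summits was 100 to 199 bp downstream, with 1231. With 1 TSS per gene the ratio was 1.91, with 421 summits within 100 bp of the TSS, 2810 downstream and 396 upstream. That TSS is the outermost of the gene, so summits at its other TSSs can count as downstream by construction. Downstream summits made up 81.8% of those beside the TSS with all transcripts (95% confidence interval 80.5 to 83.1%) and 87.6% with 1 TSS per gene (86.5 to 88.8%). Input around TSSs was also denser downstream, with a median of 6 read ends per 100 bp at 200 bp downstream and 2 at 200 bp upstream. Whether this skew of the input sets the side of the summits was not tested. These are counts of summits, not the read intensity of Fig. S2B.

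**Figure D2:**
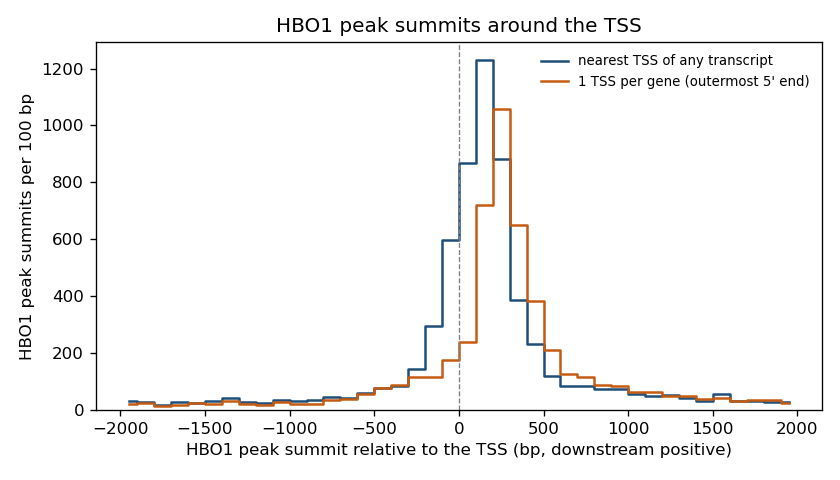
HBO1 peak summits per 100 bp (vertical axis) against their distance from the TSS in bp (horizontal axis, downstream positive), from the deposited peak list. Blue is the nearest TSS of any transcript, and orange is 1 TSS per gene, the outermost. Both lines are highest downstream of the TSS, and the blue line reaches 1231 at 100 to 199 bp.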

We then compared the HBO1 enrichments to Oct4 ChIP-seq data also generated using mouse ESCs (28). A significant fraction of HBO1 ChIP-seq peaks (1744) overlapped (<200 bp) with Oct4 peaks (Fig. 3*A*). Studying individual genome tracks, we found that HBO1 ChIP peaks either overlapped with or were immediately adjacent to MORE containing genes such as *Polr2a*, *Zmiz2* and *Rras2*, but were not identified within 2 kb of octamer containing genes such as *Pou5f1* (Fig. 3*B*). 

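Positions are those of mm10. At Polr2a, on the minus strand of chromosome 11 from 69733997 to 69758637, an HBO1 peak from 69758047 to 69758735 covered the TSS, with its summit in a UTR, a fold enrichment of 5.17 and a −log10 q of 28.3. It overlapped the Oct4 peak of Table S3 from 69758620 to 69759628. At Zmiz2, on the plus strand of chromosome 11, the HBO1 peak from 6389510 to 6390013 began 436 bp inside the gene, in an intron, with a fold enrichment of 1.73 and a −log10 q of 2.74, close to the authors' threshold of 2.3. An exact MORE, ATGCATATGCAT, lay in the same intron from 6389340 to 6389351, 164 bp from that peak when measured from the center of the site. At Rras2, on the minus strand of chromosome 7, the HBO1 peak from 114116941 to 114117740 lay 41 bp from the outermost TSS, with a fold enrichment of 3.11 and a −log10 q of 17.1. Its Oct4 peak held CTACATATGCAT, with 2 mismatches to the MORE, from 114117808 to 114117819, between genes and 74 bp from the HBO1 peak. At Blcap, ATGCATATGCAG, with 1 mismatch, lay in an intron from 157566602 to 157566613 on chromosome 2, 943 bp from the HBO1 peak. At Pou5f1, on the plus strand of chromosome 17, the list held a peak from 35506365 to 35506703 in an exon, 347 bp from the TSS at 35506018, with a fold enrichment of 1.93 and a −log10 q of 3.21. That peak was 2347 bp from the position 2 kb upstream of the TSS. A further peak, from 35509056 to 35509475, had a fold enrichment of 5.16 and a −log10 q of 11.2. No octamer with at most 1 mismatch lay in the 3 kb upstream of the Pou5f1 TSS. The paper describes a compound Oct:Sox site about 2 kb upstream, and a scan for the octamer alone does not tell whether it is there.

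**Figure D3:**
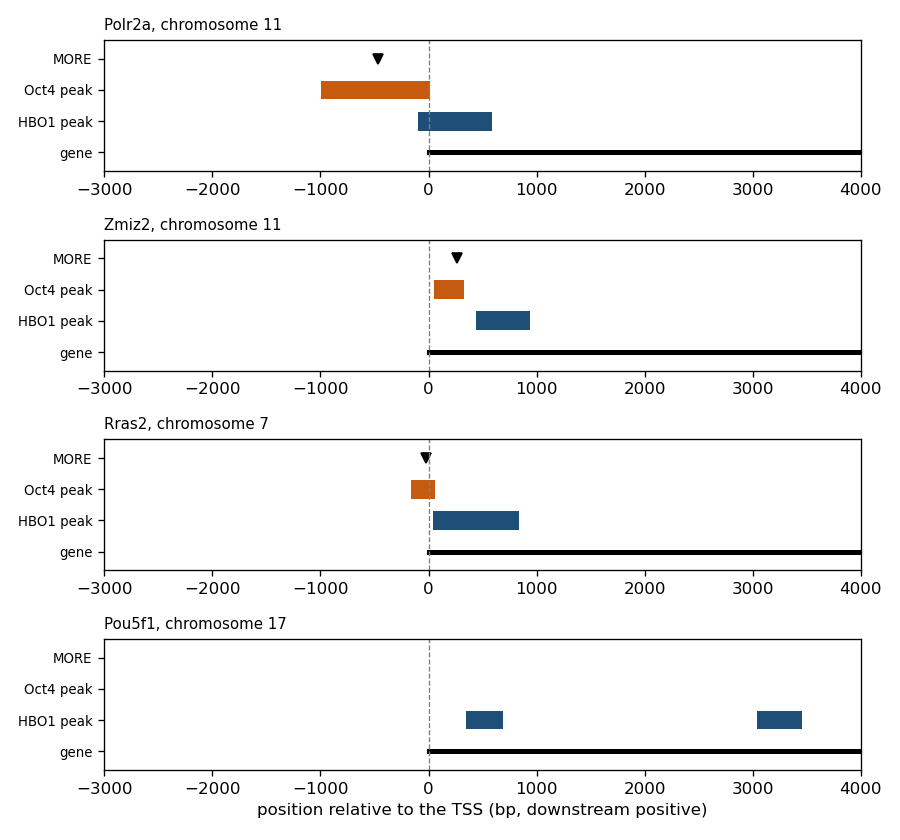
HBO1 peaks (blue), the Oct4 peaks of Table S3 at MORE genes (orange) and MORE matches with at most 2 mismatches inside those Oct4 peaks (triangles) against position relative to the TSS in bp, downstream positive, at Polr2a, Zmiz2, Rras2 and Pou5f1. Black bars are genes, drawn as far as the plot reaches. Oct4 peaks at Pou5f1 were not used here, so none is drawn there whether or not Oct4 is bound, and MOREs were sought there in the 3 kb upstream of the TSS.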

To quantify this more precisely, we calculated the average distance between Oct4 and the nearest HBO1 peak in the total dataset *versus* the distance between Oct4 bound at a MORE and the nearest HBO1 peak. 

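The distance from each Oct4 peak that Table S3 lists at a MORE gene to the nearest HBO1 peak was computed as the gap between peak edges. It was 0 bp at Polr2a and at Rras2, where the peaks overlapped, 103 bp at Zmiz2, and 698 and 1036 bp for the Oct4 peaks at Blcap, which share the HBO1 peak on chromosome 2 from 157567551 to 157567907. With at most 2 mismatches, the only MORE match at Blcap lay in the Oct4 peak at 698 bp. The mean was 367 ± 473 bp (SD, n = 5 Oct4 peaks) with an SEM of 212 bp, the median was 103 bp, and 3 of the 5 gaps were within 200 bp. The paper's own mean in Table S3 is 367.4 bp, and its own median in the source data of Fig. S2C is 103 bp. The legend of Fig. S2C defines the distance between peak centers, while the distances in Table S3 equal the gaps between edges. Between peak centers the mean was 862 ± 410 bp and the median 733 bp, and from Oct4 center to HBO1 summit the median was 865 bp, with 0 of the 5 within 200 bp by either measure. With HBO1 peaks of −log10 q of at least 10, the alternative that moved it most, the mean was 16821 bp. For all Oct4 peaks, the source data were held in part, the first 1996 of 7308 rows. Over these 1996 peaks the gap to the nearest HBO1 peak had a median of 19206.5 bp and a mean of 60560 bp. Of them 779 had a distance from the authors, with a median of 298 bp and a mean of 7104 bp in the paper's values, and 101 of them were over 10 kb. For the same 779 peaks the gap to the nearest HBO1 peak had a median of 294 bp and a mean of 5587 bp, for the 1217 others it had a median of 52414 bp, and no test was run on this part.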

The distance shifted from >10 kb to <200 bp (Fig. S2*C*, Table S3).

**Figure 3:**
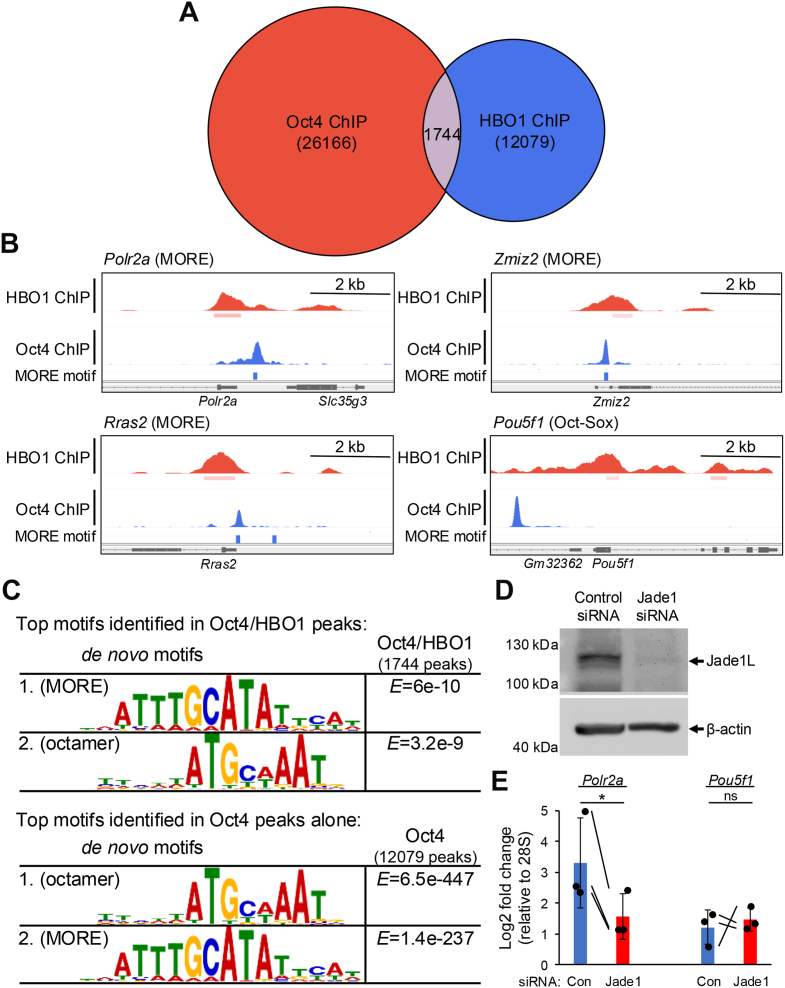
**Jade1/HBO1 complex prefer binding at MORE sites compared to Octamer sites.***A*, venn diagram showing overlap between Oct4 and HBO1 chromatin immunoprecipitation and sequencing (ChIP-seq) peaks. *B*, HBO1 and Oct4 ChIP-seq peaks at example MOREs (*Polr2a*, *Zmiz2* and *Rras2*) and an octamer site (*Pou5f1*). *C*, motif identification using MEME-ChIP at Oct4 ChIP-seq overlapping with HBO1 (≤100 bp between peak centers) *versus* all Oct4 ChIP-seq peaks. *D*, Immunoblot showing Jade1L levels 48 h post-transfection of mouse ESCs with control or Jade1-specific siRNAs. β-actin is shown as a loading control. *E*, Jade1 knockdown and control ESCs treated similarly to (*D*) were subjected to ChIP-qPCR using anti H3K9Ac antibodies and primer-pairs spanning two adjacent MOREs upstream of *Polr2a*, spanning the Oct:Sox site in the *Pou5f1* upstream enhancer, or a 28S ribosomal RNA control region. Enrichment is shown relative to 28S, which was set to 1.0. N = 3 biological replicates. Significance was ascribed using paired two-tailed T-tests. *Error bars* denote ± standard deviation. ChIP-seq, chromatin immunoprecipitation and sequencing; ESC, embryonic stem cells; MORE, more palindromic octamer related element.

We used MEME-ChIP to directly identify sequences enriched in Oct4 peaks alone compared to overlapping Oct4/HBO1 peaks. Oct4/HBO1 coenriched targets identified by ChIP-seq preferentially show enrichment of the MORE over the octamer motif, while Oct4 peaks in isolation, though more abundant, enriched octamer motifs more robustly than MOREs (Fig. 3*C*). These data indicate that the HBO1/Jade1 complex is recruited by Oct4 more frequently to the MOREs compared to octamer sites.

To further test the relationship between Oct4 MORE binding and H3K9 acetylation mediated by Jade1, we combined transient knockdown of Jade1 in mouse ESCs with H3K9Ac ChIP-qPCR using MORE-containing and simple octamer-containing regions. Prior work has established that Jade1 loss of function by gene trap is compatible with development (29). We transfected control and Jade1-specific siRNAs into mouse ESCs, resulting in efficient Jade1 knockdown (Fig. 3*D*). Similar cells were then used in ChIP-qPCR experiments using H3K9Ac antibodies and qPCR primers specific to *Por2a* (MORE), *Pou5f1* (octamer) and 28S (nonspecific normalization control). Relative to 28S, Jade1 knockdown resulted in lower levels of H3K9Ac levels at the MORE-containing *Polr2a* gene (Fig. 3*E*). These findings indicate that H3K9 acetylation levels near an Oct4-bound MORE are dependent on Jade1.

### Purified HBO1/Jade1L complexes acetylate histone lysines within nucleosomes

We obtained mammalian expression constructs for recombinant twin-strep-tagged Jade1L (30) and purified the protein from Expi293F cells using similar methods as for Oct4. We also subcloned Jade1S from this construct allowing us to purify the smaller isoform. Analysis of the purified Jade1L and Jade1S proteins by SDS-PAGE and Coomassie staining revealed the presence of Jade1L and Jade1S at ∼100 and ∼50 kDa, respectively, as well as several additional bands (Fig. S3*A*), which were identified by immunoblotting as HBO-1 (∼75 kDa), ING4 (∼35 kDa) and hEaf6 (∼25 kDa, Fig. S3*B*). Because the purified Jade1L complex contains the catalytic HBO1 activity and other associated components, we hypothesized that the purified material would acetylate one or more histone lysines within nucleosomes *in vitro*. The Jade1L/HBO1 complex is known to acetylate histone H4, while the alternative complex of HBO1 with BRPF1 is known to acetylate histone H3K14 (22, 31). We reconstituted nucleosome complexes in the presence of the HBO1/Jade1/ING4/hEaf6 complex and Oct4 using purified recombinant proteins (Fig. S4) and nucleosomal DNA containing a MORE (Fig. 4*A*) incubated at equimolar ratios for 30 min over ice. We confirmed that purified Jade1L complex can efficiently acetylate histone H4 within nucleosomes (Fig. 4*B*, lane 2). Blotting with specific antibodies indicated that the purified material can acetylate H4K5, H4K8 and H4K12 but not H4K16 (Fig. 4*C*, lane 2). Immunoblotting using antibodies specific to different acetylated forms of H3 revealed no acetylation on H3K14 as expected, but surprisingly acetylation at H3K9, though this antibody did show some cross-reactivity to unacetylated H3. H3K18 and H3K27 were also not acetylated by purified Jade1L/HBO1 complex (Fig. 4*C*, lane 2). A second H3K9Ac antibody showed the same specific acetylation but with background cross-reactivity (not shown). H3 and H4 acetylation events are quantified from triplicate biological replicate experiments in Figure 4*D*.

**Figure 4:**
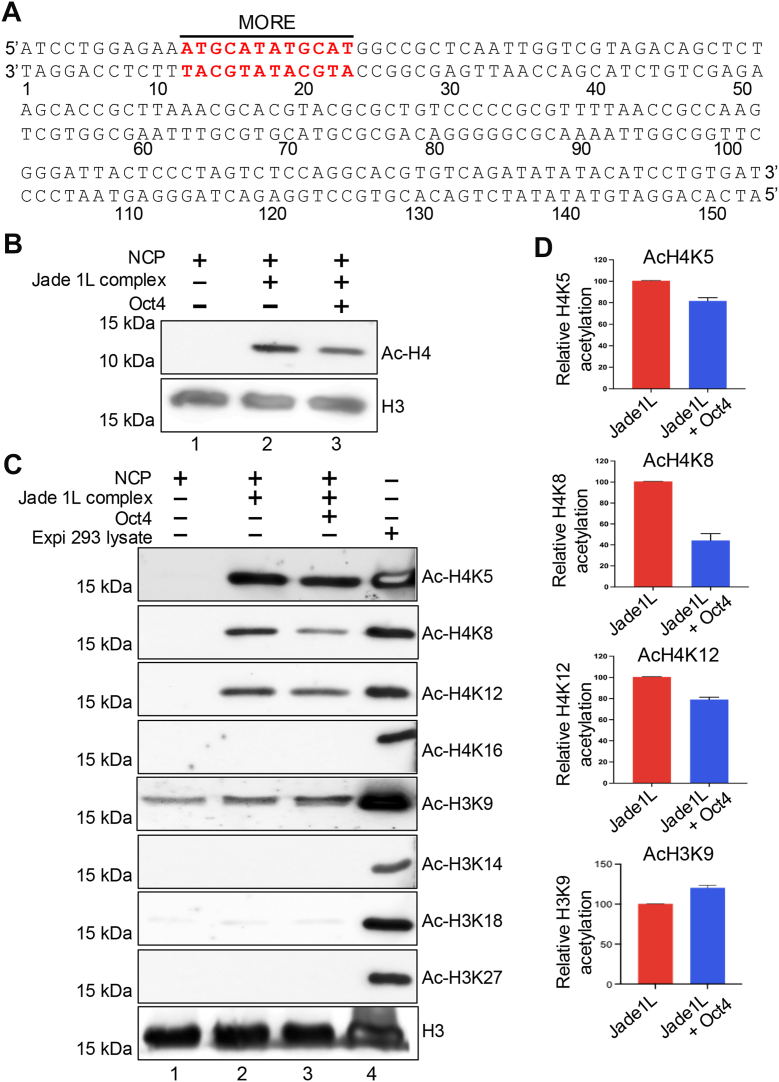
**Oct4 augments acetylation of histone H3K9 by the HBO1/Jade1L complex.***A*, the DNA sequence used for reconstituting nucleosomes containing MORE sequence near the entry/exit site. The MORE sequence is indicated in *red*. *B*, histone acetyltransferase (HAT) assay using nucleosome core particles (NCPs) containing a MORE. NCPs were incubated with purified Jade1L complex in the presence or absence of Oct4. NCP alone was included as a control (lane 1). Reactions were immunoblotted with antibodies against acetylated histone H4. Pan-H3 antibodies were included as a loading control. *C*, acetylation of specific histone H4 and H3 tail lysines was detected by immunoblotting. *D*, quantitation of acetylation of specific histone lysines by the HBO1/Jade1L complex in the absence or presence of Oct4. Quantitation was performed using Image J software from N = 3 independent experiments. *Error bars* indicate standard deviation. Data were plotted using GraphPad Prism software (https://www.graphpad.com). HAT, histone acetyltransferase; MORE, more palindromic octamer related element; NCP, nucleosome core particle.

### Oct4 bound to a MORE augments histone H3K9 acetylation by Jade1L/HBO1

We tested the effect of Oct4 bound to MORE DNA on Jade1L/HBO1-mediated *in vitro* HAT activity using purified nucleosomes as a substrate. Surprisingly, acetylation at all histone H4 lysines was reduced or unchanged upon inclusion of purified Oct4, whereas the acetylation on lysine nine of histone H3 was increased (Fig. 4*C*, lane 3). To determine if there is any effect on Oct4 binding stoichiometry in the presence of Jade1L, we tested Oct4 binding to MORE containing DNA in the presence and absence of the HBO1/Jade1/ING4/hEaf6 complex. In the presence of Jade1L, the proportion of dimeric DNA-bound Oct4 increased slightly (Fig. 5*A*, compare lane four to lane 2). Oct1 can also bind to MOREs (13), and point mutation of Oct1 at S385D on a loop region of POU_H_ promotes intramolecular hydrogen bonding with POU_S_ to stabilize the dimeric MORE-bound configuration (16). Because this region is highly conserved between Oct1 and Oct4, we generated the analogous mutation in the Oct4 DNA binding domain, Oct4^S229D^, in the context of the Oct4 expression construct (Fig. S5*A*). As expected, Oct4^S229D^ bound more efficiently to the MORE compared to Oct4 (Fig. 5*B*). Interestingly, Oct4^S229D^ augmented H3K9 acetylation by both Jade1L- and Jade1S-containing HBO1 HAT complexes more strongly compared to WT Oct4 (Fig. 5, *C* and *D*). We also used increasing concentrations of mutant Oct4 to show a dose-dependency for catalysis by both Jade1L (Fig. 5*E*) and Jade1S (Fig. S5*B*). The H3K9 acetylation signal observed with no Jade 1/HBO1 complex was also observed when acetyl-CoA was omitted (not shown), indicating that the background signal is due to antibody cross-reactivity with unacetylated H3 (Fig. 5*E*, lane 1). Jade1L and Jade1S quantification from N = 3 and N = 4 independent experiments, normalized to H4, is shown in Figures 5*F* and S5*C*.

**Figure 5:**
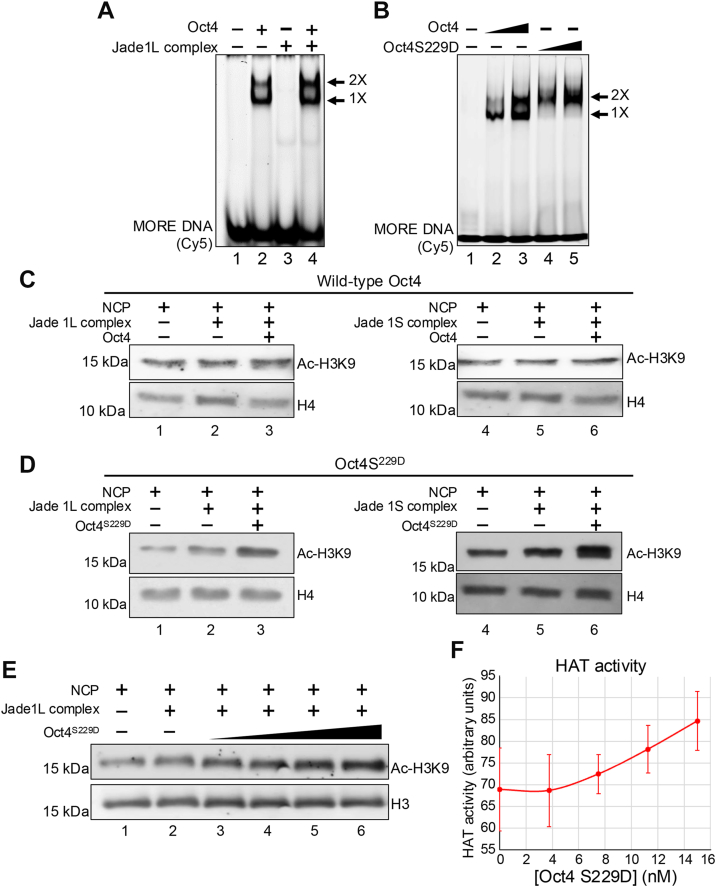
**An Oct4 mutant that more efficiently binds to MOREs more efficiently acetylates nucleosomes in the presence of the HBO1/Jade1L complex.***A*, EMSA showing Oct4 protein binding to Cy5-labeled MORE DNA probe with or without the Jade1L/HBO1 HAT complex. Monomeric and dimeric interactions with the DNA are indicated by the *arrows*. *B*, comparison of increasing concentrations of WT and S229D Oct4 binding to a MORE DNA probe. Monomeric and dimeric interactions bands are also shown by the *arrow*. *C*, purified Jade1L and Jade1S containing components of the HBO1 HAT complex were used with WT Oct4 in HAT assays using nucleosome monomers containing MORE DNA. *D*, similar data shown using mutant Oct4^S229D^. *E*, HAT assay using MORE-containing NCPs treated with 200 ng purified Jade1L complex in the presence of increasing amounts of purified recombinant Oct4. Histone H4 is shown as a loading control. The extent of histone H3K9 acetylation was detected by Western blotting. *F*, quantification from N = 4 experiments using the ratio of acetylated H3K9 to H4 as an internal standard. *Error bars* denote ± standard deviation. HAT, histone acetyltransferase; MORE, more palindromic octamer related element; NCP, nucleosome core particle.

### CryoEM structure of the HBO1/Jade1/ING4/hEaf6 complex and Oct4^S229D^ in the presence of a nucleosome

We reconstituted the HBO1/Jade1/ING4/hEaf6 nucleosome complex in the presence of Oct4^S229D^ using purified recombinant proteins (Figs. S3 and S4) incubated at equimolar ratios for 30 min over ice. We processed 6200 dose-fractionated cryoEM images (Fig. 6*A* and Fig. S6*A*) to elucidate the structure of the complex. One group of 2D classifications (Fig. 6*B*) was further refined to generate the best reconstructed and refined 3D volume, with 7.2 Å resolution and a B Factor of 322 (Figs. 6*C* and S6*A*, center). The refined volume showed an extension of DNA and extra volume surrounding the nucleosome core resulting in a more spherical structure (Fig. 6*C*), consistent with a nucleosome/HAT complex. The structural resolution was insufficient to model the position of HBO1, Jade1, ING4 or hEaf6, however the dimeric Oct4 POU_S_ and POU_H_ domains (PDB ID: 7XRC) could be manually fitted into the extended volume (Fig. 6*D*, left and right). A nucleosome core structure (PDB ID: 6TEM) could also be fitted into the 3D volume, with the 5′ part of the DNA sequence removed and replaced with linear B-form DNA to complete the volume (Fig. 6*E*). This result is consistent with an interpretation in which dimeric Oct4 bound near the nucleosome entry/exit site in the presence of the HBO1 HAT complex partially unwinds DNA from core nucleosomes.

**Figure 6:**
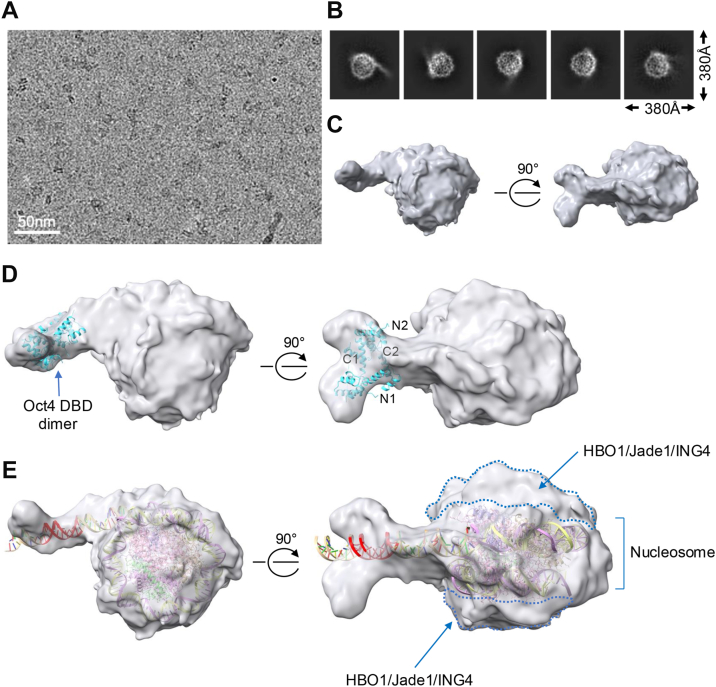
**Structural analysis of Oct4 bound to a MORE complexed with HBO1/Jade1 HAT and nucleosome.***A*, representative cryo-electron microscopy micrograph of particles generated using HBO1, Jade1, ING4, hEaf6, Oct4 and MORE-containing nucleosomes. *B*, selected 2D classes are shown. *C*, 3D-reconstructed and refined volume for the HBO1/Jade1/ING4/hEaf6/Oct4/nucleosome complex is shown in two projections rotated 90°. *D*, two Oct4 DNA binding domain molecules (POU-specific domain and POU homeodomain, PDB ID: 7XRC) were fitted in the extended volume. Positions of the two DBD N- and C-termini are highlighted. *E*, partial structure of the nucleosome (PDB ID: 6TEM) fitted within the volume. Part of the DNA was opened and fitted into the extended volume where the predicted location of the MORE is shown in *red*. *Left* and *right* panels were rotated 90°. HAT, histone acetyltransferase; MORE, more palindromic octamer related element.

## Discussion

The ability of transcription factors bound to DNA in different configurations to interact with distinct cofactors is incompletely understood. Nevertheless, different cofactor specificities can be predicted because proteins associated with DNA in different configurations present different chemical docking surfaces. For example, the Oct4 paralog Oct1 can associate with its B and T cell-specific coactivator OCA-B (OBF-1, Bob.1) when bound to a simple octamer or a PORE but not when bound to a MORE due to occlusion of the docking site in the MORE configurations (10). It has been speculated that POU proteins may provide examples due to their ability to rearrange their DNA binding domains based on the orientation and spacing of their cognate DNA half-sites (32). As a second example, FoxP3 binds to DNA as a dimer in a head-to-head conformation, forming a hydrophobic pocket for Runx1 binding in normal regulatory T cells and leading to immune tolerance. However, some human immunodysregulation polyendocrinopathy enteropathy X-linked patients harbor a *FOXP3* mutation that encodes a protein that binds to DNA in a “forkhead-swapped” configuration in which the DNA binding domains bind DNA in a different configuration eliminating the Runx1 binding pocket (33). Here, we show that the pluripotency master regulator Oct4, bound to DNA in different monomeric and dimeric configurations, selectively associates with distinct cofactors. One of these, the Jade1 component of the HBO1 complex, associates with Oct4 bound as a homodimer to DNA sites known as MOREs (Fig. S7).

Prior studies have investigated potential Oct4 interactioning partners (19, 20, 21), however, these studies did not specifically analyze interactions with DNA-bound Oct4. Within the genome, Oct4 sites are known to frequently comprise different octamer half-sites with variable numbers, spacing and orientation (34, 35). Oct4 sites are also frequently associated with binding sites for other transcription factors. For example, in pluripotent stem cells a single molecule of Oct4 binds to an Oct:Sox element approximately 2 kb upstream of the *Pou5f1* gene as a heterodimer with Sox2 (36), while four Oct4 molecules are capable of binding upstream of *Polr2a* at two consecutive MOREs (16). 

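With at most 3 mismatches allowed, the Oct4 peak at Polr2a held MORE-like sequences near each other in the GRCm38 reference on chromosome 11, upstream of the gene and between genes in the annotation. CTGAATATGCAT, from 69759107 to 69759118, has 2 mismatches to ATGCATATGCAT and starts 470 bp upstream of the TSS. ATGAATATTCAG, from 69759088 to 69759099, has 3 mismatches and starts 451 bp upstream. The plus-strand sequence from 69759073 to 69759133 is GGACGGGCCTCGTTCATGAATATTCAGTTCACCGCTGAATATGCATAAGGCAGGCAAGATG. The centers of these sites were 378 and 359 bp from the HBO1 peak of the Oct1 deficient ESCs.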

We used canonical octamer element or MORE DNA to enrich Oct4 and co-bound proteins from mouse ESC extracts. We opted to use ESCs deficient in the Oct4 paralog Oct1 rather than WT ESCs (17, 18) to avoid the identification of confounding proteins uniquely bound by this protein. Analyzing the bound proteins using mass spectroscopy, we identified several proteins consistent with prior reports, including Sox2 and Mta1 (19, 20). Proteins associated with Oct4 bound to canonical octamer sites tend to be associated with transcriptional repression, *e.g.,* Macroh2a1 (37, 38), Ctbp2 (39), Mta1 (40), Kdm2b (41). In contrast, many MORE-associated proteins are associated with transcription activation, *e.g.,* H3.3 (37, 38) and Jade1. This may reflect that fact that Oct4 operating through canonical octamer DNA has been associated with both activation and repression (40, 42), while MORE-containing genes such as *Polr2a*, *Ahcy*, *Rras*, *Ell* and *Taf12* tend to be broadly and strongly expressed. Reporter assays have shown that dimeric Oct4 activates gene expression far more strongly than monomeric Oct4 (11). Prior studies of Oct4 interactors also identified HBO1 (KAT7, MYST2), the catalytic subunit of the HBO1 complex (19).

We propose that Oct4 binding to a MORE orients Oct4 molecules to relieve occlusion of Jade1 by the Oct4 N-termini, whereas Oct4 binding to a canonical site allows for the recruitment of other coregulators, *via* the N-terminus, to regulate gene expression at pluripotency-associated targets, developmentally poised targets, and other targets lacking MOREs (Fig. S7). Jade1 is a PHD finger-containing scaffolding protein that recognizes histone H3 and helps localize HBO1-contaning HAT complexes to chromatin (24). In human ESCs, HBO1 deficiency is associated with loss of pluripotency, spontaneous neural differentiation, and a defect in mesendoderm specification following TGFβ treatment (43). A role for HBO1 has also been identified in the maintenance of leukemic stem cells (44). We confirmed the Oct4-Jade1 interaction using co-IP in both Oct1 deficient and WT ESCs. Because the Oct4 N-terminus has been associated with activation (26), we tested whether the N-terminus is important for this interaction. Oct4 contains a nuclear localization sequence in its homeodomain (27), preserving nuclear localization in the N-terminally truncated Oct4 construct. Surprisingly, Oct4 lacking its N-terminus showed superior interactions with Jade1. Overexpressed intact Oct4 but not Oct4-ΔN was also sufficient to decrease the protein levels of coexpressed Jade1, and even the Oct4 N-terminus expressed separately was sufficient to achieve this effect. We do not yet know the mechanism underlying this phenomenon. The Oct4 N-terminus is a site of post-translational modification (45, 46), potentially adding another layer of regulation.

HBO1 ChIP-seq studies using Oct1 deficient mouse ESCs identify ∼12,000 binding events and reveal a preference for promoter binding, similar to findings using HBO1 ChIP-seq in HeLa cells (25). Intersecting these peaks with known Oct4 binding sites identifies ∼1700 cobinding events preferentially enriched for MOREs, which are otherwise rare in the genome compared to canonical octamer elements. In ESCs, HBO1 preferentially associates with DNA adjacent to MOREs at target genes.

In a reconstituted system, purified recombinant Oct4 bound to MOREs adjacent to nucleosomes catalyzes acetylation of H3K9 but no other lysines by HBO1/Jade1 complexes. Lysines in H4 for example were efficiently acetylated by reconstituted HBO1/Jade1-containing complexes; however only histone H3K9 showed augmented acetylation in the presence of Oct4 and MORE DNA. Moreover, conditions that augment Oct4 binding also augment H3K9 acetylation. Prior work showed that MORE binding by the Oct4 paralog Oct1 is inducible through a specific serine residue that when phosphorylated stabilizes a MORE-bound DNA binding configuration, and that a phospho-mimetic mutation augments MORE binding (16). We found that the analogous mutation in Oct4 (Oct4^S229D^) also preferentially bound to MORE DNA. The increase in Oct4 binding was associated with increased HBO1-mediated H3K9 acetylation. The lack of augmentation of H4 acetylation is surprising; however the Oct4 N-terminus is known to bind to the H4 tail (15) and may occlude additional acetylation *via* this mechanism. Oct4 and its paralog Oct1 are both known to recruit cofactors that act on H3K9 by removing K9me2 marks (47, 48).

Using the same recombinant proteins as in the HAT assay, we determined the cryoEM structure of an Oct4:nucleosome: HBO1 complex at ∼7 Ä resolution, revealing that the complex surrounds both sides of the nucleosome to form a more spherical structure, and revealing that the DNA partially unwinds from the nucleosome core to generate an extension containing the MORE and Oct4 homodimer. Oct4 nucleosome binding is known to be able to alter nucleosomal structure, loosening the DNA winding and allowing for the binding of additional transcription factors, including additional Oct4 molecules (15). Although Oct4 bound to a MORE can catalyze HBO1 complex acetylation, no density was observed adjacent to DNA-bound Oct4. This may be due to flexibility in the Oct4 contact with components of the complex, or the possibility that other structures besides the one refined and described here contain stable Oct4 contacts. Oct4 binding to DNA, particularly through multiple binding sites, is known to induce changes in nucleosome structure, including repositioning of DNA and altering the location of the H3 and H4 tails (15). Cumulatively, these results highlight Oct4 as a prime example of a spatioselective transcription factor that can interact with difference coregulatory proteins when bound to DNA in different configurations.

## Experimental procedures

### Cell culture and conditions

ESCs were cultured on mitomycin C-arrested feeder mouse embryonic fibroblasts in ES medium as described in (47) in the presence supplemented LIF and 2i conditions (3 μM CHIR99021 and 1 μM PD0325901, Selleck Chemicals) at 37 °C. One passage prior to experiments, the feeders was depleted by culturing on gelatin coated plates overnight. 3T3 cells were cultured with DMEM medium with 10% FBS, 1.2% Pen Strep (Thermo Fisher Scientific) and 1× GlutaMAX supplement (Thermo Fisher Scientific). Cells were transiently transfected using Lipofectamine 3000 (Thermo Fisher Scientific #L3000-015) according to the manufacturer instructions. Expi293F cells were grown in Expi293 expression media (Thermo Fisher Scientific #A1435101) in shaker flasks at 37 °C in a humidified incubator supplied with 8% CO_2_ equipped with a shaker set to 125 rpm. Cells were transfected using the Expi293 Expression System (Thermo Fisher Scientific #A14635) according to the manufacturer instructions. For transfection, Expi293F cells were seeded in 30 ml of Expi293 expression media at a density of 1.25 × 10^6^ cells/ml in 125 ml flasks. After 24 h, cells were transfected with WT Oct4 expression plasmids (49), Oct4S^229D^ mutant plasmids or Jade1L (30) using an ExpiFectamine 293 Transfection Kit (Thermo Fisher Scientific) following the manufacturer’s protocol.

### Immobilization of dsDNA on FG beads

dsDNA was covalently fixed to FG magnetic beads (Tamagawa-Seiki) using the manufacturer protocol. Briefly, 150 μg of sense and antisense 5′ phosphorylated single-stranded DNA (WT octamer sense: 5′-ACGTATGCAAATAGTGGGGG-3′, WT octamer antisense: 5′-ACTATTTGCATACGTCCCCC-3′; mutant octamer sense: 5′-ACGTAAACTACTAGTGGGGG-3′, mutant octamer antisense: 5′-ACTAGTAGTTTACGTCCCCC-3′; WT MORE sense: 5′-CATGCATATGCATGCGGGGG-3′, WT MORE antisense: 5′-GCATGCATATCGATGCCCCC-3′; and mutant MORE sense: 5′-CACACTGTCGTGTGCGGGGG-3′, mutant MORE antisense: 5′-GCACACGACAGTGTGCCCCC-3′ where underlined text indicates the mutation) dissolved in ultrapure water at 1 μg/μl were annealed at 98 °C for 10 min and gradually cooled to the room temperature. The annealed dsDNAs were ligated using 700 units of T4 DNA ligase (New England Biolabs) on a rocker platform at 37 °C overnight. Ligated DNA was size-selected using a NICK column (GE Healthcare, 200 bp–400 bp) and eluted in 400 ml ultrapure water. 400 μl DNA (approximately 250 μg/ml) were immobilized to 10 mg of ultrapure water-washed FG beads at 50 °C for 24 h. The beads were then washed with 2.5 M KCl twice, ultrapure water twice and TES buffer (10 mM Tris-HCl pH 8.0, 0.3 M KCl, 1 mM EDTA and 0.02% NaN_3_) three times. Immobilized beads were dispersed in 400 ml of TES buffer and stored at 4 °C. Beads contained at least 2 μg immobilized DNA per mg.

### Oct4 affinity purification

ESCs deficient for the transcription factor Oct1 (17, 18) were pelleted and resuspended in NP-40 lysis buffer (150 mM NaCl, 1% NP-40, 50 mM Tris-Cl pH 8.0) containing cOmplete protease inhibitor cocktail (Roche) and PhosSTOP phosphatase inhibitor cocktail (Roche). Cells were lysed by rotating in the buffer and clarified by centrifugation at 13,000*g* at 4 °C. Protein concentrations were normalized using Bradford assays (Bio-Rad) and diluted (>5-fold) to 1 mg/ml using 100 mM KCl buffer (100 mM KCl, 10% glycerol (v/v), 20 mM Hepes pH 7.9, 2 mM MgCl_2_, 0.2 mM CaCl_2_, 0.2 mM EDTA, 0.1% NP-40, 1 mM dithiothreitol) with protease and phosphatase inhibitors. DNA-immobilized FG beads were washed with 100 mM KCl buffer, and 0.5 mg of the beads were added to the diluted cell lysates and rotated at 4 °C for 4 h. The beads were sequentially washed 3 times with 100, 200 and 300 mM KCl buffer. Bound proteins were eluted with 300 mM KCl buffer containing 30 μM of the corresponding free DNA oligomers for 1 h at 4 °C on a rotating platform. For experiments testing Oct4 lacking its N-terminus, lysates contained 20 μg/ml MG-132 (Sigma) and post-binding to MORE DNA-conjugated FG beads were washed three times with 100 mM KCl buffer.

### Western blotting

Jade1L, Jade1S, HBO1, ING4 and hEaf6 proteins were detected using antibodies from Novus (NBP1-83085), Proteintech (15032-1-AP), Abcam (ab124993), Abcam (ab108621) and Novus (NBP1-91523) respectively. Recombinant Oct4 and Oct4 S229D were detected using an antibody from Santa Cruz (sc-5279). Twin-strep-tagged proteins were detected using HRP conjugated anti-StrepII antibody (Genscript). Acetylated Histone H4 was detected by Abcam H4 antibody cat no ab177790. Histone H3 was detected using an antibody from Cell Signaling Technology (CST, 4499T). H4K5, H4K8, H4K12, H4K16, H3K9, K3K14, H3K18 and H3K27 acetylation were detected using monoclonal antibodies from CST (8647T, 2594T, 13944T, 13534, 96495, 7627T, 13998T and 8173T respectively).

### Mass spectrmetry and analysis

Proteins eluted from DNA-bound FG beads above were resolved by 10% SDS-PAGE approximately 2 cm unto the running gel and stained with Colloidal Blue (Thermo Fisher Scientific). The gel slabs were excised and destained until they were clear. Proteins in the gel slabs were reduced with 25 mM DTT at 37 °C for 30 min, followed by alkylation with 50 mM IAA for 45 min at room temperature. Proteins were then digested with 1.0 μg of trypsin overnight at 37 °C. The peptides were extracted from the gel, dried completely, desalted and suspended in 20 μl of 0.1% formic acid for LC-MS/MS analysis. Reverse-phase nano-LC/MS/MS was performed on an UltiMate 3000 RSLCnano system (Dionex) coupled to a Thermo Fisher Scientific Q Exactive-HF mass spectrometer equipped with a nanoelectrospray source. Peptides were diluted to 0.2 μg of sample in 0.1% formic acid in water. 5 μl of the samples were injected onto the liquid chromatograph. A 50-cm long/100 μm inner diameter reverse-phase BEH C18 3.0 μm nanocolumn (Thermo Fisher Scientific) was employed for chromatographic separation. A gradient of buffers (Buffer A: 0.1% formic acid in water; Buffer B: 0.1% formic acid in acetonitrile) at a flow rate of 200 μl/min at 60 °C was used. The LC run lasted for 83 min with a starting concentration of 5% buffer B increasing to 55% over the initial 53 min and a further increase in concentration to 95% over 63 min. MS/MS data was acquired using an auto-MS/MS method selecting the 20 most abundant precursor ions for fragmentation. The mass-to-charge range was set to 350 to 1800. For these samples, the Uniprot database was searched with the *Mus musculus* taxonomy selected. An allowance was made for two missed cleavages following trypsin/Lys-C digestion. The fixed modification was cysteine carbamidomethylation. The variable modifications were methionine oxidation, and N-terminal deamidation. The search was performed with a mass tolerance of 15 ppm for precursor ions and a mass tolerance of 10 ppm for fragment ions. Protein enrichment was analyzed by MASCOT using N = 3 biological replicates. The raw data were processed by MetaboAnalyst (50), and the missing values were estimated by KNN. Raw data were processed with log transformation and Pareto scaling. The threshold was set as 2-fold enrichment and *p* < 0.05.

### Oct4 N-terminal deletion

Oct4 fused with C-terminal twin-strep and FLAG tags cloned into the pACE-MAM2 vector (Geneva Biotech) for mammalian cell expression was described previously (49). The N-terminal Oct4 truncation lacking the first 130 amino acids was generated by PCR amplification with primers 5′-ctcaatcCATGGACATGAAAGCCCTGCAG-3′ and 5′-GAATGCATCAGCTGGTTTGAATGCATGGG-3′ where the lower-case letters indicate divergence from the parent vector. The WT and N-terminal-truncated Oct4 PCR fragments were digested with *Nco*I and *Pvu*II and ligated back into the pACE-MAM2 vector digested with *Nco*I and *Pvu*II to generate the truncated Oct4 vector. All constructs were sequenced to confirm veracity.

### Co-IP

ESCs and 3T3 cells transfected with the Oct4 or Oct4ΔN plasmids described above were lysed with RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 8.0, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) containing cOmplete protease inhibitor cocktail (Roche) by rotating at 4 °C for 30 min. Lysates were clarified by centrifugation (13,000*g*) for 10 min 2 μg of primary antibodies were added to the lysates, which were rotated at 4 °C overnight. Antibodies used were as follows: anti-Oct4 ×Santa Cruz sc-5279), anti-Jade1 (Proteintech 15032-1-AP), anti-FLAG M2 (Sigma-Aldrich F1084). Isotype control IgG was purchased from Jackson ImmunoResearch. 20 μl RIPA buffer-washed Protein G Dynabeads (Thermo Fisher Scientific 10004D) were added to the cell lysis-antibody mix, which was rotated at 4 °C for an additional 5 h. Protein-bound Dynabeads were then washed with 500 μl RIPA buffer for 4 times, and proteins were eluted with 50 μl 2× SDS loading buffer (4% SDS, 20% glycerol, 0.2% bromophenol blue, and 200 mM DTT) by heating at 98 °C for 5 min. For the separate expression of the recombinant Oct4 N-terminus, amino acids 1 to 130 were synthesized as a g-block (IDT). The Oct4 expression vector was digested with *Nco*I and *Nsi*I to remove the full-length Oct4 cassette, and NEBuilder HiFi DNA Assembly (New England Biolabs) was used to insert the Oct4 N-terminus g-block into the digested vector.

### ChIP-seq

ChIP-seq was performed as previously described (18). Briefly, Oct1 deficient ESCs were crosslinked with 1% formaldehyde, quenched with 2.5 M glycine, and crude nuclei were extracted using Farnham lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl, 0.5% NP-40), and further lysed with RIPA lysis buffer. Chromatin was sheared on ice using EpiShear probe sonicator (Active Motif) set to amplitude = 40, 30 s on/30 s off for 5 min 4 μg of rabbit anti-HBO1 antibody (Cell Signaling #58418S) was applied to the sheared chromatin and the mixture incubated at 4 °C overnight. 1.5 mg of protein G Dynabeads (Thermo Fisher Scientific) were applied to samples, which were rotated at 4 °C for 5 to 6 h to allow binding, and the beads were collected and washed with Low Salt buffer (20 mM Tris-Cl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), High Salt buffer (identical but with 500 mM NaCl), Low Salt buffer, LiCl buffer, and TE buffer (Tris-EDTA pH 8.0 plus 1 mM EDTA) for five washes in total, each with 10 min rotating at 4 °C. Chromatin was eluted from the beads using IP Elution buffer (1% SDS and 0.1 M NaHCO_3_) and incubated at 65 °C overnight to reverse the formaldehyde crosslinks. Before IP, 2% Input was reserved from the samples. DNA was purified from both IP samples and input using phenol-chloroform-isoamyl alcohol extraction followed by QIAquick PCR purification kit (Qiagen). N = 2 biological repeats were performed per condition. ChIP materials were sequenced using a NovaSeq instrument (Illumina).

### ChIP-seq analysis

Between 16 and 25 million paired-end reads were aligned to the mouse Mm10 reference genome using Novoalign v4.03.01. HBO1 and Oct4 ChIP-seq data was analyzed using Macs2 (51) with parameters of q 0.005, max-gap 100 and q 0.005, max-gap 100, min-length 200 respectively. HBO1 and Oct4 ChIP peak summits within 100 bp were defined as overlapping peaks. Oct4 peaks and overlapping peaks were analyzed with MEME-chip CentriMo (52) for motif enrichment. The raw and processed ChIP-seq data have been deposited with the gene expression omnibus (series record GSE279191).

### Recombinant Oct4 and Jade1 purification

WT Oct4 expression plasmids (49) were transfected into Expi293F cells (Thermo Fisher Scientific) using the ExpiFectamine 293 Transfection Kit (Thermo Fisher Scientific) following the manufacturer instructions. 48 h post-transfection, cells were harvested and washed with ice-cold PBS. Cells were resuspended in Buffer A (20 mM Hepes pH 8.0, 1.5 mM MgCl_2_, 10 mM KCl, 0.25% NP-40, 0.5 mM dithiothreitol) containing protease inhibitor cocktail (Roche), incubated for 10 min on ice, and homogenized using a Dounce homogenizer (Wheaton). The homogenate was centrifuged at 4 °C for 5 min at 3800*g* to pellet nuclei, which were resuspended in Buffer C (20 mM Hepes pH 8.0, 25% glycerol, 1.5 mM MgCl2, 420 mM KCl, 0.25% NP-40, 0.2 mM EDTA, 0.5 mM dithiothreitol) with protease inhibitors and again Dounce homogenized. Nuclei were extracted for 30 min at 4 °C with end-to-end rotation, then centrifuged at 4 °C for 30 min at 20,000*g*. The nuclear extract was then immunoprecipitated with anti-FLAG (M2)-agarose beads (Sigma). Bead-bound proteins were eluted with 200 ng/μl 3'FLAG peptide (Sigma) by incubating at 4 °C for 30 min. To generate an Oct4 point mutation corresponding to Oct1 S385D (16), Oct4 S229 was mutated by overlap extension PCR using as middle primers 5′-GAGAAAGCGAACTGATATTGAGAACCG-3′, 5′-CGGTTCTCAATATCAGTTCGCTTTCTC-3′, and as end primers 5′-GGATCTCGAGCCATGGCTGG-3′, 5′-GAATTAGGTACCTTATTTGTCATCATCG-3′. For Jade1 purification, 60 μg of full-length Jade1 expression plasmid (30) (a gift of Dr Jacques Côté) was used and purified similarly. All proteins were pure and monodisperse as verified using SDS-PAGE/Coomassie blue staining and size exclusion chromatography.

### Baculovirus expression for cryoEM

The pFastBac-1 vector was digested with *BamHI* and *EcoRI* and ligated with annealed oligos 5′-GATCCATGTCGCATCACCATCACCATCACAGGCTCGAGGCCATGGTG-3′ and 5′- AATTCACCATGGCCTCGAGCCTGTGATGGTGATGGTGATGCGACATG-3′ to incorporate a 6-His tag as well as *Xho*I and *Nco*1 sites. A single base frameshifted version of pFastBac-1 was also generated using the oligos 5′-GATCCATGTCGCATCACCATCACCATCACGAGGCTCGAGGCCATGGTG-3′ and 5′- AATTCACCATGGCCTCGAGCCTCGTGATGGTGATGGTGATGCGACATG-3′. cDNAs encoding WT or S229D Oct4 with C-terminal twin-strep and FLAG-tags were then subcloned into the modified pFastBac-1 vector between the *Nco*I and *Kpn*I sites. The *Ing4* cDNA was amplified using PCR from a plasmid template (Addgene #13289) using 5′-AGGCTCGAGATGGCTGCGGGGATG-3′ and 5′-AGAATGCATTTTCTTCTTCCGTTCTTGG-3′ primers and was cloned into the *Xho*I and *Nsi*I sites using the Oct4/pFastBac-1 vector by first excising the Oct4 cDNA using *Xho*I and *Nsi*I, preserving the N-terminal His-tag and C-terminal twin-strep tags. HBO1 and hEaf6 gene blocks containing C-terminal twin-strep-tag were synthesized from IDT and cloned into the modified single-base frameshifted pFastBac1 vector using the *Xho*I and *Kpn*I sites. Full-length Jade1L was cloned in the backbone of the Oct4 expression plasmids (49) using the *Xho*I and *Nsi*I sites to replace Oct4, then Jade1L with a C-terminal twin-strep tag was amplified by PCR from the Jade1L mammalian cell expression plasmid using the primers sets 5′-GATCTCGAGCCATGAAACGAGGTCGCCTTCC-3′ and 5′-TATGCATGCTTATTTGTCATCATCG-3′ and cloned into the *Xho*I and *SphI* sites of the modified single-base frameshifted pFastBac-1 vector. Constructs were transposed into bacmids using DH10Bac competent cells (Thermo Fisher Scientific #10361012). Transposed recombinant bacmids were purified using a PureLink plasmid isolation kit (Thermo Fisher Scientific #K210004). Transposition was confirmed by PCR. Recombinant bacmids were transfected into Sf9 cells to generate recombinant virus and amplified for large scale protein purification by growth to 3 to 4 × 10^6^ cells/ml in Sf-900 II SFM media (Thermo Fisher Scientific #10902088) in a humidified 28 °C incubator shaking at 125 rpm. Cells were collected, added to fresh media at 2 × 10^6^ cells/ml, and infected with recombinant baculovirus. Cells were grown for 48 h, harvested by centrifugation and lysed in lysis buffer (20 mM Hepes pH 8.0, 300 mM NaCl, 5% glycerol, 0.5 mM DTT) containing protease inhibitor cocktail (Roche) using an Active Motif probe sonicator. The lysate was centrifuged at 22,700*g* for 30 min. The supernatant was loaded onto a 1 ml prepacked Strep-tactin XT column (Cytiva #29401317), washed with 10 column volumes of wash buffer (20 mM Hepes pH 8.0, 300 mM NaCl, 5% glycerol, 0.5 mM DTT), and eluted with wash buffer containing 50 mM biotin (Sigma). Purity was confirmed by 12% SDS-PAGE and Coomassie staining.

### Nucleosome preparation

153 bp DNA constructs containing either MORE (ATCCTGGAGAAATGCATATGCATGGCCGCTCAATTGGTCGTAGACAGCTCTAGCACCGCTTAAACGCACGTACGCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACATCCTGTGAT) or octamer sequence (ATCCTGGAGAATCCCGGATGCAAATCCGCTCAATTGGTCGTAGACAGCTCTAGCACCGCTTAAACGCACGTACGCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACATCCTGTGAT) were designed based on the octamer binding site as previously described (14). 16 copies of the DNA were cloned into the pUC19 vector using published methods (53). The plasmid containing 16 copy of desired DNA fragment was prepared by large scale plasmid purification followed by *Eco*RV-HF digestion. The final fragment was purified by PEG8000 precipitation (54). Recombinant human histones H2A, H2B, H3.3 and H4 were expressed from transfected plasmids (55) (a gift of Dr Brad Cairns) and individually purified from Rosetta2 DE3 cells (Sigma-Aldrich #71403) and histone octamer was reconstituted and purified using published protocols (56). Reconstituted octamers were purified by size exclusion chromatography using a Superdex 200 Increase 10/300 Gl column (Cytiva #28990944). Nucleosomes were reconstituted using a 1:1.1 M ratio of histone octamer to DNA and purified by ion exchange chromatography following the protocol described (57), then dialyzed into 20 mM Hepes, pH 7.4 with 50 mM KCl.

### HAT assay

HAT assays were performed in 20 μl reactions containing 225 nM purified nucleosomes, 200 ng purified Jade1L/HBO1 complex, and 200 μM acetyl-CoA (Sigma #A2181) ±250 ng of Oct4 in 20 mM Tris pH 7.4, 40 mM KCl and 5 mM MgCl_2_. Reactions were incubated at 37 °C for 30 min. Reactions were quenched by the addition of 5.5 ml of 5X SDS-PAGE sample buffer. Samples were boiled at 98 °C for 10 min and analyzed by Western blot using specific antibodies. The extent of acetylation was quantified by ImageJ software (https://imagej.net/ij/download.html) (National Institutes of Health).

### Jade1 knockdown

SMART pool ON-TARGETplus mouse Jade1 siRNAs were purchased from Dharmacon (#269424). Cultured ESCs were first depleted of feeders by plating on gelatin for 30 min. Cells were then removed to new gelatin-coated plates, and transfected 12 h later with Lipofectamine 3000 (Thermo Fisher Scientific). After an additional 48 h, cells were processed for immunoblot or ChIP.

### ChIP-qPCR

ChIP assays were conducted identically to the ChIP-seq outlined above and antibodies against H3K9Ac (Abcam ab4441). qPCR conditions and primers for *Polr2a*, *Pou5f1* and 28S were identical to those used in (18).

### CryoEM and image processing

The HBO1 complex was reconstituted at 1.5 μM final concentration in 20 mM Hepes, pH 7.4, 50 μM KCl and 1 mM DTT using individually purified HBO1, Jade1L, ING4 and hEaf6 from Sf9 cells (ATCC #CRL-1711) and incubated over ice for 15 min 1.5 μM of purified Oct4^S229D^ was separately combined with an equimolar amount of purified nucleosome core particles and incubated over ice for 15 min. The reconstituted HBO complex was then added to the Oct4/nucleosome complex and incubated over ice for an additional 30 min. The reconstituted complex was then lightly crosslinked using 0.01% (v/v) glutaraldehyde (Sigma) for 30 s. Excess crosslinker was quenched using Tris-Cl pH 7.5. The final complex was concentrated to ∼0.5 mg/ml using a 0.5 ml Amicon ultra-centrifugal filter with a cutoff 10 kD (Sigma Millipore). 3.5 μl of concentrated complex was added to a glow-discharged UltraAufoil Gold Holey Films (R1.2/1.3300-mesh Au, EMS #Q350AR13A). After blotting the grids for 4 s at 4 °C and 95% relative humidity, the samples was plunged into liquid ethane using a Vitrobot Mark IV (Thermo Fisher Scientific). CryoEM images were recorded using a Titan Krios 300 kV microscope equipped with a Gutan K3 camera at 800,00X magnification for a final pixel size 1.06 Å/pixel with a defocused range −0.8 to −1.8 μm using EPU data acquisition software (Thermo Fisher Scientific). Images were recorded under low-dose conditions with a total dose of ∼ 60 electrons per Å^2^ over 60 frames. A total of 6200 dose-fractionated image stacks were processed using CryoSPARC 4.0 (58). Images were corrected by Patch Motion Correction, and then contrast transfer function was estimated by Patch contrast transfer function Estimation. The dose-fractionated image stacks were the manually curated to improve the quality of data. Particles were then manually picked, and templates were created for template-based particle picking using box size 380 Å^3^. A total of 2 × 10^6^ particles were parsed into 2D classes. 100,782 particles were selected from the 2D classes for *ab initio* reconstruction, and a heterogeneous refinement was performed using the reconstructed 3D volume. Each group of particles from heterogeneous refinement was taken for non-uniform refinement. The best resolution obtained (gold-standard Fourier shell correlation) was 7.2 Å with a B factor of 322. The volume map from the best resolution was smoothened using UCSF chimera at a standard deviation of 1.5. The crystal structure of the Oct4 DNA binding domain bound to a MORE (PDB ID: 7XRC) (59) and part of the nucleosome crystal structure (PDB ID: 6TEM) was manually fitted using UCSF chimera. Part of the DNA from the same nucleosome was removed and replaced with B-form DNA of the correct sequence generated separately using UCSF Chimera X. The processed data have been uploaded to the EMDB, deposition code EMD-47299.

## Data availability

Mass spectrometry data have been uploaded to the MassIVE database (MSV000096131). ChIPseq data are available at the Gene Expression Omnibus under series record GSE279191). The cryoEM data have been uploaded to the EMDB, code EMD-47299.

## Supporting information

This article contains supporting information (19, 20, 21).

## Conflicts of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Jade1 and the HBO1 histone acetyltransferase complex are spatial-selective cofactors of the pluripotency transcription factor Oct4
**Source:** J Biol Chem. 2025 Oct 24;301(12):110859. doi: 10.1016/j.jbc.2025.110859
**Supplement:** Supplemental Material

Supporting information for

**Jade1 and the HBO1 complex are spatial-selective cofactors of Oct4**

Yifan Wu,^1,2,¶^ Asit K. Manna,^1,2,¶^ Li Li,^1,2^, Zuolian Shen^1,2^, Hiroshi Handa,^2,3,4^ Mahesh B. Chandrasekharan,^2,5^ and Dean Tantin^1,3,*^

**^¶^**Co-first authors

Supplemental material includes:

Supplemental Figs. S1-S7

Supplemental Tables S1-S3 (provided in separate .xlsx files)

**Supplemental Figure S1.** **Analysis of mass spectrometry hits from Oct4 affinity purifications and validation of Jade1 binding.** *A*, Venn diagram comparing unique and common identified proteins enriched using affinity purification with octamer compared to MORE DNA. Percentage of protein hits unique to the two conditions are shown. Example proteins from each of the three groups are shown. *B*, The union of all identified proteins enriched using octamer or MORE affinity purification (78 total proteins) was compared with proteins identified from three prior studies (Pardo et al. 2010; van den Berg et al. 2010; Ding et al. 2012). Proteins previously identified in the different studies are shown. Bold text indicates proteins selectively enriched using MORE DNA in (A). Figure adapted from Ding et al., 2011. *C*, Wild-type ESC lysates were immunoprecipitated with an Oct4 antibody and corresponding mouse IgG as negative control and immunoblotted with Jade1 antibodies.

**Supplemental Figure S2.** **Characterization of HBO1 binding events in ESCs.** *A*, Analysis of HBO1 ChIP peak genomic locations based on *Mm10* genome region annotations. *B*, HBO1 ChIP peaks intensities were aligned based on transcription start site (TSS) and plotted based on ±distance from the TSS. *C*, The distance between Oct4 and HBO1 ChIP-seq peak centers was calculated for all common genes (N=2870), and for MORE-containing genes (*Polr2a*, *Zmiz*, two peaks in *Blacap*, and *Rras2*). The average interval is plotted with mean and ±SEM. SEM was used instead of standard deviation because of the highly unequal N values. SEM was used instead of standard deviation because of the highly unequal N values.

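The summits of the HBO1 peaks over 1 kb from a TSS were placed by the same annotation. They lay between genes for 3980 peaks (28.8% of all peaks), in introns for 3379 (24.4%), in exons outside UTRs for 535 (3.87%) and in UTRs for 304 (2.20%). Table S2 was held in part, the first 1728 of 13823 rows, and the position of each of these was found in the deposited list, with fold enrichments equal within 0.001. In those rows the authors' annotation places 668 peaks within 1 kb of a TSS, against 727 here.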

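The paper's MORE gene list in Table S3 names 11 genes, and Fbxl10 was matched to Kdm2b through a synonym. From the outermost TSS to the nearest HBO1 peak edge, the distance was within 1 kb for 3 of the 11, namely Polr2a, Rras2 and Zmiz2. It was 1935 bp for Rras, 3367 bp for Blcap, 14285 bp for Ell, 21386 bp for Kdm2b, 34719 bp for Fam219a, 53316 bp for Ahcy, 145557 bp for Tnks1bp1 and 529785 bp for Hmgb3. Taf12, which is not in the list, was 3846 bp from a peak. The median over the list, that of Ell, lay at percentile 28.7 among 10000 random lists of 11 protein-coding genes matched on the GC content of the 1 kb around the TSS, whose medians ran from 281 to 82267 bp over the central 95%. At least as many genes within 1 kb were found in 69.2% of the random lists. From the nearest TSS of any transcript, added after the data were seen, Kdm2b was 0 bp and Blcap 1190 bp from a peak, 4 genes were within 1 kb, and the median of 1935 bp lay at percentile 11.5. With peaks of −log10 q of at least 10 the percentile was 1.41. This describes 1 peak list and is not a test across replicates.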

**Figure S3. Purification of recombinant components of the HBO1 complex.** *A*, Individual proteins were overexpressed in Expi293F cells and purified using their FLAG tags. The purified proteins were analyzed by 12% SDS-PAGE and Coomassie staining. Arrow indicates the position of the specific protein. *B*, Proteins copurifying with Jade1L were confirmed by Western blot using the corresponding antibodies.

**Figure S4. Recombinant protein purification of Jade1L, HBO1, ING4 and hEaf6.** *A*, Jade1L and HBO1 were independently purified from sf9 cells using their twin-strep tags. Purified proteins were analyzed by 12% SDS-PAGE. Arrows indicate the position of the specific protein in the Coomassie stained gels. *B*, Similar purification of ING4 and hEaf6. Oct4^S229D^ used in cryoEM was overexpressed and purified from Expi293F cells using FLAG tags.

**Figure S5. Design and activity of recombinant Oct4 protein with augmented MORE binding characteristics.** *A*, Sequence alignment of human Oct1 (accession number: AAH52274.1) and Oct4 (accession number: NP_038661.2) is shown. Red rectangle indicates S385 in Oct1, which corresponds to position S229 in Oct4. *B*, HAT assay similar to Fig. 5*E* except Jade1S was used instead of Jade1L. *C*, Quantification from N=3 experiments using the ratio of acetylated H3K9 to H4 as an internal standard. Error bars denote ±standard deviation.

**Figure S6. Workflow for cyro-EM analysis.** *A*, Schematics for cryoEM data analysis using CryoSPARC. The number of the particles and resolution are shown under each group. *B*, Real space slices are shown for the corresponding NU refinement. *C*, GSFSC resolution plots are shown for the corresponding NU refinement. *D*, viewing direction distributions are shown for the corresponding NU refinement.

**Figure S7. Model for spatioselective recruitment of Jade1 and HBO1 by multimeric Oct4 at nucleosomes to acetylate H3K9.** *A*, At typical binding sides, Oct4 recruits more generic cofactors (X and Y) to regulate transcription either positively or negatively. *B*, At MORE sites, dimeric Oct4 associates with Jade1 and the HBO1 HAT complex to acetylate H3K9 at local nucleosomes. Other components of the complex such as Eaf6 and ING4 are also shown.

# Supplementary material for: Jade1 and the HBO1 histone acetyltransferase complex are spatial-selective cofactors of the pluripotency transcription factor Oct4
**Source:** J Biol Chem. 2025 Oct 24;301(12):110859. doi: 10.1016/j.jbc.2025.110859
**Supplement:** Supporting Figures

Uncropped immunoblot images for

**Jade1 and the HBO1 complex are spatial-selective cofactors of Oct4**

Yifan Wu,^1,2,¶^ Asit K. Manna,^1,2,¶^ Li Li,^1,2^, Zuolian Shen^1,2^, Hiroshi Handa,^2,3,4^ Mahesh B. Chandrasekharan,^2,5^ and Dean Tantin^1,3,*^

**^¶^**Co-first authors

How the deposited data were processed for this re-analysis (not part of the article)

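HBO1 ChIP-seq of Oct1 deficient mouse ESCs comprised 2 HBO1 ChIP samples and 1 input sample. The authors aligned paired reads to mm10 with Novoalign and called HBO1 peaks with Macs2 at q 0.005 and max-gap 100. The paper's text does not name whether duplicate or multimapped reads were removed, or how the ChIP samples were combined. The deposited peak list gives for each peak a fold enrichment, which is the authors' ratio over the local background, a −log10 q, which the authors' peak caller computed, and the offset of the summit. The deposited input gives the position of each aligned read end with a mapping quality score, which the authors' aligner assigned, and no normalization was applied. Oct4 peaks were taken only from Table S3, for the MORE genes, and from the part of the source data of Fig. S2C that was held. The overlap of HBO1 and Oct4 peaks in Fig. 3A and the motif enrichment of Fig. 3C were not analysed here.

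Distances, shares and counts were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The TSS of each transcript came from GENCODE vM21 and the sequence from GRCm38. The distance from a peak to a TSS was taken from the peak edge, and was 0 where the TSS lay in the peak. Input read ends were counted at their midpoints in 1-kb windows. For relative copy number, read ends with a mapping quality of at least 20 were compared with the mean of windows in the same 2% class of GC content on the autosomes other than chromosome 3, over windows of 30 to 65% GC with at most 200 read ends. The MORE and octamer sequences were those of the DNA on the beads, and the mutant sequences served for comparison. MORE sites were allowed 1 mismatch and octamer sites none, and a site was near a peak when its center was within 200 bp of it. The distance of a site to a TSS was taken from its edge. At Polr2a 3 mismatches were allowed, a limit chosen after the scan with 2 had been seen. Shares have exact binomial 95% confidence intervals, which cover counting error only. The ratio of shares has a log interval. The MORE gene list was compared with 10000 random lists. The share of peaks near TSSs, the sequence scan and the random lists were tested on simulated data. The share of peaks within 1 kb of a TSS was recovered for 5000 simulated peaks, and all of 300 planted sequences were found. Of 100 simulated gene lists without an effect, matched random lists placed 2.0% below percentile 2.5, and they placed 95.0% there when distances were divided by 10. The simulated distances were not drawn from the data, so this does not give the power in the data. In turn, unmatched lists placed 84.0% there where only the class of the genes differed.

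The genes named were fixed before the data were examined, as every gene the paper names beside HBO1 binding or in its MORE gene list, Pou2f1, and the genes nearest to the 5 peaks with the highest fold enrichment. The genes nearest to the peaks with the highest −log10 q were added after their values were seen. The alternatives were set at the same time, apart from those marked as added. From 1 peak list and 1 input, no comparison between replicates was made and no p-value was computed. Of the 20 merged exons of Pou2f1, 12 held no input read end, which at a median of 2 read ends per 1-kb window does not tell whether any of them is deleted.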

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

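The tests of copy number gain and loss on chromosome 3, of input in windows of 50 to 55% GC, and of input at the ends of chromosomes X and Y were chosen only after the results were seen, and so were the limits of the segments on chromosome 3. The others were set before the result they measure.

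Chromosome 3 stood out in the input, which the paper does not report on by itself. From 100 to 140 Mb, input corrected for GC content was 2.37 times that of the other autosomes, and 2-Mb windows ran from 1.84 to 2.73 with an SD of 0.189. From 141 Mb to the end of the chromosome it was 0.494 times, with windows from 0.451 to 0.564. The central 95% of 2-Mb windows on the other autosomes ran from 0.733 to 1.19, and single windows there reached 0.298 and 1.72. HBO1 peaks over 1 kb from a TSS followed the same steps. In the gained segment there were 579 such peaks in the windows compared where 74.7 were expected from the rate per GC class elsewhere, a ratio of 7.75, so the GC content of the segment does not account for them. Beyond it there were 11 against 30.7 expected, a ratio of 0.358. A candidate explanation is a copy number gain followed by a loss in the cells, for which the input ratio of 2.37 is the evidence on the gain. For the loss it is the input ratio of 0.499 beyond the windows that set the start of that segment. The gain and the loss were each found and tested on the same data. The number of peaks rose more than the input did, and why was not tested. A mixture of cells with different copy number, and reference sequence missing from the strain, were also not tested. No biological explanation was tested, since the samples are of 1 genotype.

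A few windows held much of the input. The 272 windows of 1 kb with over 500 read ends held 51.6% of all read ends, and 1 window on chromosome 2 from 98667001 to 98668000 held 14.7%. Over the whole input, 48.4% of read ends repeated the position of another. Reads from repeats that the reference holds in few copies are a candidate explanation that was not tested for these windows. The ends of chromosomes X and Y held 45 peaks, among them 15 of the 20 peaks with the highest −log10 q. A peak on X and a peak on Y each spanned 1823 bp with a fold enrichment of 3.98. Sequence shared by both chromosomes may thus be counted on each, which was not tested. Over these 45 the input had a median of 341 read ends in 1 kb, from 8 to 1911, against 19 over all peaks. More copies in the cells than in the reference could account for this median.

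Input rose with GC content, to a median of 102 read ends in 1-kb windows of 65 to 70% GC and 112 in those of 70 to 75%. In windows of 60 to 65% GC, those within 1 kb of a TSS held 0.890 times the median of those over 10 kb from any TSS, so GC content could account for the dense input around TSSs in that class. In windows of 50 to 55% GC the ratio was 1.57, which GC content of the window alone does not give. Open chromatin that shears or amplifies more readily was not tested.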

How the results depend on the processing

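No paired analysis was made and no replicate was left out, because the list used here pools both ChIP samples. Where no reason is given, the cause was not tested.

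The peak count of 13823 was 10197 at a −log10 q of at least 5 and 12873 with peaks within 1 kb merged, and fell to 3483 at a −log10 q of at least 10 and to 5135 without peaks of high input. Without chromosome 3 from 100 to 140 Mb, an alternative added after seeing the data, it was 13074. Keeping only numbered chromosomes, X and Y changed nothing by construction, since the list holds no others.

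The share of peaks within 1 kb of a TSS, 40.7%, left its confidence interval under all 7 alternatives. It was 39.4% from the summit, 33.1% with protein-coding transcripts, 33.4% with 1 TSS per gene, 42.7% and 55.4% at a −log10 q of at least 5 and 10, 12.7% without peaks of high input, and 41.8% without chromosome 3 from 100 to 140 Mb, the last added after seeing the data. The input limit is 10 read ends per kb, and 62.9% of peaks exceed it, so this alternative removes most peaks at GC-rich gene starts by its construction. All values were above the 7.70% reached by random placement of the full list.

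The density of summits beside the TSS over that at the TSS, 0.562, reversed to 1.91 with 1 TSS per gene. Only the outermost TSS is then kept, so summits at other TSSs of a gene can count as downstream. The reversal may therefore follow in part from that choice. The density ratio was 0.628 and 0.399 with TSS windows of 50 and 200 bp, and stayed within its interval under the other 3 alternatives. This ratio averages both sides out to 500 bp. The 100-bp bin with the most summits was downstream of the TSS in both cases, with 1231 from 100 to 199 bp and, with 1 TSS per gene, 1058 from 200 to 299 bp.

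The mean gap at MORE genes, 367 bp, was 862 bp between centers, 842 bp from Oct4 center to HBO1 summit, and 5628 and 16821 bp at a −log10 q of at least 5 and 10. The peak at Zmiz2 is lost at both of these thresholds, since its −log10 q is 2.74, and at 10 so is the peak at Blcap, the nearest to 2 of the 5 Oct4 peaks, with 8.97. Leaving out each Oct4 peak in turn gave means from 200 to 459 bp. The lowest of these, 200.3 bp, was without the Oct4 peak at Blcap that lies 1036 bp from HBO1, so that peak moves the mean by over 1.5 times. No MORE with at most 2 mismatches was found in that peak, while the other Oct4 peak at Blcap held 1.

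The percentile of the MORE gene list, 28.7, stayed within the central 95% of random lists under 4 alternatives, 1 of them added after seeing the data, and was 1.41 at a −log10 q of at least 10. The ratio of MORE to octamer sites near a peak, 0.596, was below 1 under 7 alternatives, of which 3 rest on 7 MORE sites each and have confidence intervals that include 1 (inside a peak, within 1 kb of a TSS, and a −log10 q of at least 10). It reversed to 1.61 for exact MOREs, which rests on 4 sites and has a confidence interval of 0.603 to 4.32. The median input at peaks, 19 read ends in 1 kb, was 12 with a mapping quality of at least 20, an alternative added after seeing the data.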

Differences from the paper's values

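The average distance between Oct4 bound at a MORE and the nearest HBO1 peak is below 200 bp in the paper's text, and the mean over the 5 Oct4 peaks of Table S3 was 367 bp here, which is the mean that Table S3 itself gives, 367.4 bp in the paper's value. Of the alternatives set before the data were examined, the values differed by less than 1.5 times with 1 value per gene, at 243 bp, and with either Oct4 peak at Blcap left out, at 285 and 200.3 bp. They differed by more with peak centers, with Oct4 center to HBO1 summit, with each of the other Oct4 peaks left out and at both stricter thresholds. The median, 103 bp, also differed by more, and lies below the paper's limit. The Oct4 peak at Blcap whose removal gave 200.3 bp held no MORE with at most 2 mismatches.

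The paper states that HBO1 peaks were not found within 2 kb of octamer-containing genes such as Pou5f1. The deposited list holds a peak 347 bp from the Pou5f1 TSS, inside the gene, with a fold enrichment of 1.93 and a −log10 q of 3.21. The same peak is 2347 bp from the position 2 kb upstream of the TSS, so the outcome depends on whether distance is taken from the gene or from an upstream site. A second peak inside the gene, 3038 bp from the TSS with a −log10 q of 11.2, is also in the list. At a −log10 q of at least 5 or 10 only the second is left.

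The paper states that HBO1 is most enriched on both sides of the TSS. Summits were counted here, and 81.8% of those from 101 to 500 bp from the TSS lay downstream, or 87.6% with 1 TSS per gene. The input was skewed the same way, with medians per 100 bp of 6 read ends at 200 bp downstream and 2 at 200 bp upstream. The downstream share is therefore not shown to be a property of HBO1.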

Other observations

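The tests set before the result they measure were those of GC content for peaks near TSSs, of input depth, of the MORE gene list and of the MORE and octamer sequences. The distance to any TSS of a MORE gene was added after the results were seen.

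Peaks near a TSS were compared with windows of like GC content. In 1-kb windows of 60 to 65% GC, a summit lay in 20.0% of windows within 1 kb of a TSS (95% confidence interval 18.9 to 21.2%) and in 16.0% of those over 10 kb from any TSS (13.9 to 18.2%), a ratio of 1.256 where GC content alone was set to give under 1.25. This is a narrow margin. In windows of 65 to 70% GC the ratio was 1.25, with overlapping confidence intervals, and in those of 70 to 75% it was 3.35, which rests on 13 windows far from TSSs. In windows of 45 to 50%, 50 to 55% and 55 to 60% GC the ratios were 2.42, 1.69 and 2.39. GC content of the window therefore does not account for all of the preference for TSSs.

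The lower fold enrichment of peaks within 1 kb of a TSS may follow from the input. Among peaks with 30 to 60 input read ends in 1 kb, the median fold enrichment within 1 kb of a TSS was 1.034 times that of other peaks, where over all peaks the medians were 2.69 and 4.68. Fold enrichment is the authors' ratio over the local background, and the paper's text does not state whether the input set that background. If it did, this relation is partly built in.

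A hypothesis that HBO1 peaks lie closer to the TSSs of the MORE gene list than to other genes of like GC content was not borne out. The list's median lay at percentile 28.65 of matched random lists and at 9.96 of unmatched ones, neither below 2.5, so there was no closeness for GC content to explain and its role cannot be decided. With peaks of −log10 q of at least 10 the percentile among matched lists was 1.41, the only 1 of 5 alternatives below 2.5.

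MORE sequences with at most 1 mismatch were not near HBO1 peaks more often than exact octamers, an unlike stringency. This limit leaves out the matches at Polr2a and Rras2, which have 2 mismatches. With at most 2 mismatches the ratio of MORE to octamer was 0.560, while for exact MOREs it was 1.61 with a confidence interval that includes 1. Of 31893 MORE sites with at most 1 mismatch, 29 lay within 200 bp of a peak (0.0909%, 95% confidence interval 0.0609 to 0.131%), against 369 of 241741 octamers (0.153%, 0.137 to 0.169%). The mutant MORE with at most 1 mismatch was near a peak for 25 of 6499 sites (0.385%, 0.249 to 0.567%) and the mutant octamer for 170 of 102897 (0.165%, 0.141 to 0.192%). Over 1 kb from a TSS the ratio of MORE to octamer was 0.629. The test of base composition and distance to TSS was meant to explain an excess of MOREs, and with no excess it cannot be decided. These sites were not limited to those bound by Oct4, so this does not address the paper's comparison at Oct4 peaks. Exact MOREs were near a peak for 4 of 1624 sites (0.246%, 0.0671 to 0.629%), an interval that includes the share of octamers.

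Input over Pou2f1, on chromosome 1 from 165865154 to 166002678, was 1.14 times that expected from GC content.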
